# Comparative whole-genome transcriptome analysis in renal cell populations reveals high tissue specificity of MAPK/ERK targets in embryonic kidney

**DOI:** 10.1186/s12915-022-01309-z

**Published:** 2022-05-13

**Authors:** Kristen Kurtzeborn, Hyuk Nam Kwon, Vladislav Iaroshenko, Imrul Faisal, Martin Ambrož, Xing Jin, Talha Qureshi, Jussi Kupari, Anneliis Ihermann-Hella, Juho Väänänen, Henna Tyynismaa, Iva Boušová, Sunghyouk Park, Satu Kuure

## Abstract

**Background:**

MAPK/ERK signaling is a well-known mediator of extracellular stimuli controlling intracellular responses to growth factors and mechanical cues. The critical requirement of MAPK/ERK signaling for embryonic stem cell maintenance is demonstrated, but specific functions in progenitor regulation during embryonic development, and in particular kidney development remain largely unexplored. We previously demonstrated MAPK/ERK signaling as a key regulator of kidney growth through branching morphogenesis and normal nephrogenesis where it also regulates progenitor expansion. Here, we performed RNA sequencing-based whole-genome expression analysis to identify transcriptional MAPK/ERK targets in two distinct renal populations: the ureteric bud epithelium and the nephron progenitors.

**Results:**

Our analysis revealed a large number (5053) of differentially expressed genes (DEGs) in nephron progenitors and significantly less (1004) in ureteric bud epithelium, reflecting likely heterogenicity of cell types. The data analysis identified high tissue-specificity, as only a fraction (362) of MAPK/ERK targets are shared between the two tissues. Tissue-specific MAPK/ERK targets participate in the regulation of mitochondrial energy metabolism in nephron progenitors, which fail to maintain normal mitochondria numbers in the MAPK/ERK-deficient tissue. In the ureteric bud epithelium, a dramatic decline in progenitor-specific gene expression was detected with a simultaneous increase in differentiation-associated genes, which was not observed in nephron progenitors. Our experiments in the genetic model of MAPK/ERK deficiency provide evidence that MAPK/ERK signaling in the ureteric bud maintains epithelial cells in an undifferentiated state. Interestingly, the transcriptional targets shared between the two tissues studied are over-represented by histone genes, suggesting that MAPK/ERK signaling regulates cell cycle progression and stem cell maintenance through chromosome condensation and nucleosome assembly.

**Conclusions:**

Using tissue-specific MAPK/ERK inactivation and RNA sequencing in combination with experimentation in embryonic kidneys, we demonstrate here that MAPK/ERK signaling maintains ureteric bud tip cells, suggesting a regulatory role in collecting duct progenitors. We additionally deliver new mechanistic information on how MAPK/ERK signaling regulates progenitor maintenance through its effects on chromatin accessibility and energy metabolism.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01309-z.

## Background

Mitogen-activated protein kinase/extracellular signal-regulated kinase (MAPK/ERK) is best known for its function in regulating cellular proliferation and cell cycle progression [1]. The kinase cascade leading to MEK-induced phosphorylation of ERK in normal cells is typically induced by an extracellular stimulus conveyed by growth factors and other extracellular stimuli [2]. Activation of ERK kinases leads to both transcriptional regulation of target genes and phosphorylation of cytosolic substrates [3–5]. The vast majority of MAPK/ERK functions have been identified in different cancer types, while its significant roles in morphogenesis are emerging [6–9]. Our recent work suggests that MAPK/ERK signaling is also an important regulator of kidney development [10].

Kidney development is a complex process guided by the inductive interactions and mediated by inter- and intra-cellular signaling cascades. These interactions mainly take place between and among epithelial ureteric bud (UB) tips and the metanephric mesenchyme (MM) but also receiving contributions from the stroma [11–14]. In particular, receptor tyrosine kinase (RTK)-activated signaling, induced by glial cell line-derived neurotrophic factor (GDNF)/RET and fibroblast growth factors (FGFs), plays crucial roles in regulating nephrogenesis and UB branching morphogenesis, through which the embryonic kidney grows in size and achieves its typical shape [15, 16]. Each newly formed UB tip is responsible for maintaining most of the SIX2+ nephron progenitor cells within the MM population [17–19]. Simultaneously, together with stromal signals, the UB induces MM subpopulation to undergo a stepwise mesenchymal-to-epithelial transformation and in this way ensures their timely maintenance/differentiation balance [11, 20, 21].

The embryonic kidney hosts progenitor populations that are lost either during development or soon after birth [20]. Nephron progenitors represent a heterogeneous population with differences in their cell cycle length, motility, and molecular profiles [22–26], but the causes and purpose of such variation remain obscure. The UB epithelium on the other hand is molecularly and cellularly divided into UB tips and UB stalks, which have distinct transcriptional profiles and developmental programs; the tips execute branching morphogenesis by bifurcation while differentiation takes place in the stalks [27–32]. The tips of the UB contain the progenitor cells for the entire collecting duct network, which allows fluid transport and urine excretion in the functional organ [33–36].

We and others have shown that the MAPK/ERK pathway is heterogeneously activated in several tissue types in the early developing kidney [37–39], and our recent live-imaging analysis revealed the highest activity in the UB tip cells, nephron progenitors, and differentiating nephron precursors [40]. Our previous work shows that tissue-specific knockout of MAPK/ERK in either UB or MM results in severe renal hypodysplasia through distinct mechanisms [10]. The lack of MAPK/ERK activity specifically in the UB epithelium results in thin tips which fail to change growth direction and give rise to a non-complex, oversimplified UB tree due to defective cell cycle progression, and cell-cell as well as cell-to-matrix adhesions [39]. In the MM, dynamic MAPK/ERK activation is needed for the maintenance of nephron progenitor identity through its functions in regulating the integrity of the nephrogenic niche [40].

In this study, we performed two RNA sequencing (RNA-Seq) experiments to identify transcriptional MAPK/ERK targets that participate in mediating its functions in the developing kidney. With the help of tissue-specific *Mek1/2* inactivation, green fluorescent protein (GFP) expression, and fluorescence-activated cell sorting (FACS) purification, we have identified specific targets for both the ureteric bud and nephron progenitor populations of the developing kidney but also revealed that a minor fraction of targets are shared. Our experimental data demonstrate for the first time that MAPK/ERK activation maintains the UB tip cells and participates in the prevention of its premature differentiation. Furthermore, the identified targets indicate mitochondrial metabolism as one of the key mechanisms through which MAPK/ERK activity regulates the nephron progenitors.

## Results

### Identification of transcriptional MAPK/ERK targets in renal progenitor populations

We have previously demonstrated that MAPK/ERK signaling is tissue-specifically regulating UB morphogenesis and the maintenance and differentiation of the MM [39, 40]. However, the transcriptional regulation through which MAPK/ERK functions in these tissues remains unknown. To investigate this, we utilized two different mouse models to perform RNA-Seq on UB epithelial and MM cells. 

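UB epithelial cells, sorted by GFP from both kidneys of an embryo at E12.5, gave 4 control and 4 UB dko RNA-Seq libraries. Etv5 (ENSMUSG00000013089), a transcription factor induced by RET and FGF signalling through ERK, lies on chromosome 16 from 22381309 to 22439719 of GRCm38. Etv5 fell from 1134 ± 184 normalized counts in the control libraries to 215 ± 72.7 in the UB dko libraries (SD, n = 4 each; log2FC -2.40, SE 0.26, adjusted p = 0.00211). Of 26 tested feedback and target genes of MAPK/ERK, 12 fell and 0 rose (18 fell when adjusted over the list alone). Their median was lower in each UB dko library, at -0.95, -1.71, -1.38 and -1.39 in libraries 1 to 4. The feedback phosphatase Dusp6 (log2FC -1.59, SE 0.24, adjusted p = 0.00752) and the cell-cycle gene Ccnd1 (log2FC -1.83, SE 0.18, adjusted p = 0.00128) were among those that fell. These 3 genes passed the test in every fit that left out 1 library. Without control library 1, 2, 3 or 4 the list's count was 7, 5, 5 and 5, and without dko library 4 it was 7. The floxed gene Map2k1 (Mek1; ENSMUSG00000004936, chromosome 9 from 64185770 to 64253631) had a log2 fold change of 0.37 (SE 0.24, adjusted p = 0.420). Map2k2 (Mek2; ENSMUSG00000035027, chromosome 10 from 81105915 to 81133975) was deleted in the germ line. It had 199.7, 312, 400.0 and 217 normalized counts in the control libraries and 282, 43.6, 302 and 65.8 in dko libraries 1 to 4 (log2FC -0.70, SE 0.53, adjusted p = 0.487). These counts cover the whole gene and can include reads from exons that were not deleted, so they are a weak check of the genotype labels. UB dko libraries 1 and 3 lay within the control range of Map2k2, which does not bear out their label, and the low values of libraries 2 and 4 go with the trend with GC content described below. The authors removed ribosomal sequences after library generation, aligned single-end reads to GRCm38 and assigned them to annotated genes, and the deposited values are whole-number counts per gene without normalization. Totals were 5141500 to 6310510 counts per control library (median 5966726) and 4857053 to 7493144 per UB dko library (median 6490487). Starting from these counts, edgeR 4.0.16 compared UB dko with control by its robust quasi-likelihood test after TMM scaling and after removal of genes with low counts by filterByExpr (minimum count 10). Fold changes are UB dko over control on the log2 scale (log2FC). The p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A DEG needed an adjusted p under 0.05 and a change of at least 1 on the log2 scale, the thresholds of the paper. Members of a gene list were counted as higher or lower at an adjusted p under 0.05 alone, and lists were compared with all other genes by camera of limma 3.58.1. The tests, the gene lists and the rule for the genes named were set before the data were examined. The UB dko libraries differed among themselves. In dko library 3 the transcript Gm42418, which overlaps ribosomal RNA sequence and was chosen after its values were seen, took 32.5% of all counts (95% Wilson interval 32.5 to 32.6%, for counting error only), against 3.26 to 4.65% in the other UB libraries. The mitochondrial ribosomal RNAs took 1.05 to 1.37% of counts in the control libraries and 1.40%, 6.40%, 7.02% and 3.23% in dko libraries 1 to 4. Genes of low GC content were raised over genes of high GC content in dko libraries 2 and 4. The difference was 2.31 and 1.64 on the log2 scale between the lowest and the highest of 5 bins. It was -0.19 and -0.26 in dko libraries 1 and 3 and -0.28 to 0.47 in the control libraries.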

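GFP-sorted MM cells from E13.5 kidneys gave 3 control and 3 MM dko libraries. Map2k2 fell from 241 ± 34.4 normalized counts in the control libraries to 17.7 ± 6.72 in the MM dko libraries (SD, n = 3 each; log2FC -3.86, SE 0.34, adjusted p = 1.51e-06). Single libraries had 233, 279 and 211 against 11.4, 24.7 and 17.0 per library. Map2k1 was higher, at 0.70 (SE 0.28, adjusted p = 0.0466), though it passed the test in only 2 of the 6 fits that left out 1 library; both are whole-gene counts, as in the UB. Among 25 MAPK/ERK feedback and target genes, 8 fell, 7 rose and 10 did not pass the test, and the adjustment over the list alone gave 8 and 7. Etv4, an ERK-induced transcription factor, fell (log2FC -2.52, SE 0.41, adjusted p = 1.98e-04), as did the immediate early gene Ier2 (log2FC -1.68, SE 0.26, adjusted p = 1.21e-04). Spred1, an inhibitor of the pathway, rose (log2FC 1.16, SE 0.17, adjusted p = 8.35e-05). With GC and length offsets, 1 of these genes was lower and 8 were higher. Totals were 5880919 to 6442484 counts in the control libraries and 3438297, 1443582 and 3066481 in MM dko libraries 1 to 3, so that all of the MM dko libraries were shallower than any control library. The deposited values, the scaling and the test are of the same kind as for the UB, with 12431 genes tested. The MM dko libraries also stood apart from the controls in composition. Low-GC genes were raised over high-GC genes by 3.33, 2.26 and 3.03 on the log2 scale in MM dko libraries 1 to 3 and by -0.12 to 0.06 in the controls. Mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 took 15.9%, 14.8% and 11.0% of counts in MM dko libraries 1 to 3, with 95% Wilson intervals of 15.8 to 15.9%, 14.7 to 14.8% and 11.0 to 11.0%, and 1.73 to 2.27% in the controls. Offsets that remove a smooth trend with GC content and transcript length in each library were therefore fitted as an alternative that had been set in advance. With these offsets the log2 fold change of Map2k2 was -1.82.

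**Figure D1:**
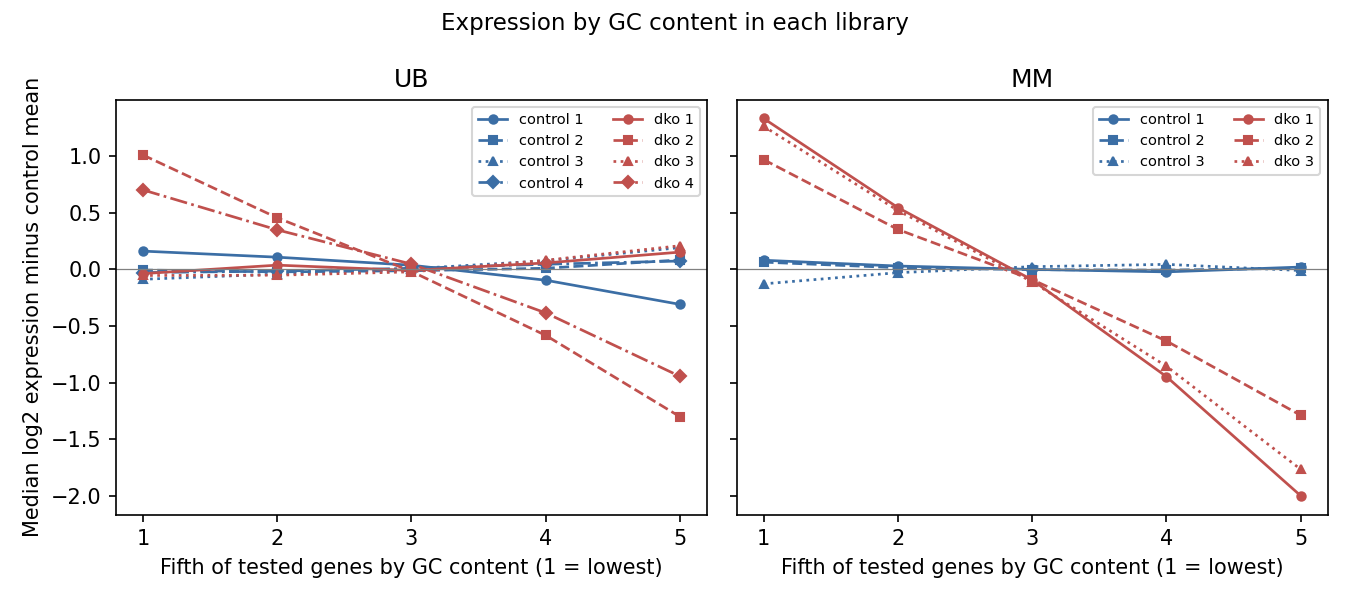
Median log2 expression of tested genes minus the mean of the control libraries, by bin of GC content from 1 (lowest) to 5 (highest), in the UB (left) and the MM (right). Each line is a library; the 3 MM dko libraries and UB dko libraries 2 and 4 fall from left to right, and UB dko libraries 1 and 3 do not.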

To facilitate the identification of primary rather than secondary MAPK/ERK targets, the RNA was isolated from tissues at the stages where the activity of the MAPK/ERK pathway was firstly mainly depleted and morphological defects only emerging. Based on our previous characterization of the renal phenotypes in these models [39, 40], E12.5 kidneys were used for isolation of control and MAPK-deficient UB (UB_dko_; HoxB7CreGFP;Mek1^fl/fl^;Mek2^−/−^) and E13.5 kidneys for control and MAPK-deficient MM (MM_dko_; Six2-TGC^tg/+^;Mek1^fl/fl^;Mek2^−/−^) populations (Fig. 1A, B) (*n* = 2 kidneys per sample, four and three biological replicates per genotype, respectively). Principal component analysis (PCA) showed that control and *Mek1/2* double-knockout (dko) samples cluster well within their own populations but are clearly distinct from each other (Additional file 1: Fig. S1). 

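In the UB, the first principal component held 69.1% of the variance and the second 13.4%. The control libraries scored -3.46, -15.4, -17.6 and -12.4 on the first component, and UB dko libraries 1 to 4 scored -6.45, 31.7, 2.46 and 21.2, so that dko library 1 lay within the range of the controls. UB dko libraries 1 and 3 parted from the controls on the second component, with scores of -10.1 and -14.6. In the MM, the first component held 88.4% of the variance and the second 4.76%, and it separated control libraries at -30.7, -30.7 and -29.1 from MM dko libraries at 34.4, 26.0 and 30.1. The tip regulators Etv5 and Ret had lower counts in each of the 4 UB dko libraries than in any control library. The MM histone Hist1h1a had lower counts in each of the 3 MM dko libraries (log2FC -3.38, SE 0.17, adjusted p = 1.17e-08). The genes that carry the trend with GC content also separate UB dko libraries 2 and 4 from the rest, and all MM dko libraries from the MM controls. Components were computed for each tissue from the 500 genes of highest variance after DESeq2's variance-stabilizing transformation.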

Gene expression levels of the dko populations were normalized against the control populations, and differential expression analysis between each wildtype and UB_dko_/MM_dko_ was performed through R/Bioconductor package DESeq2 [41].

**Fig. 1:**
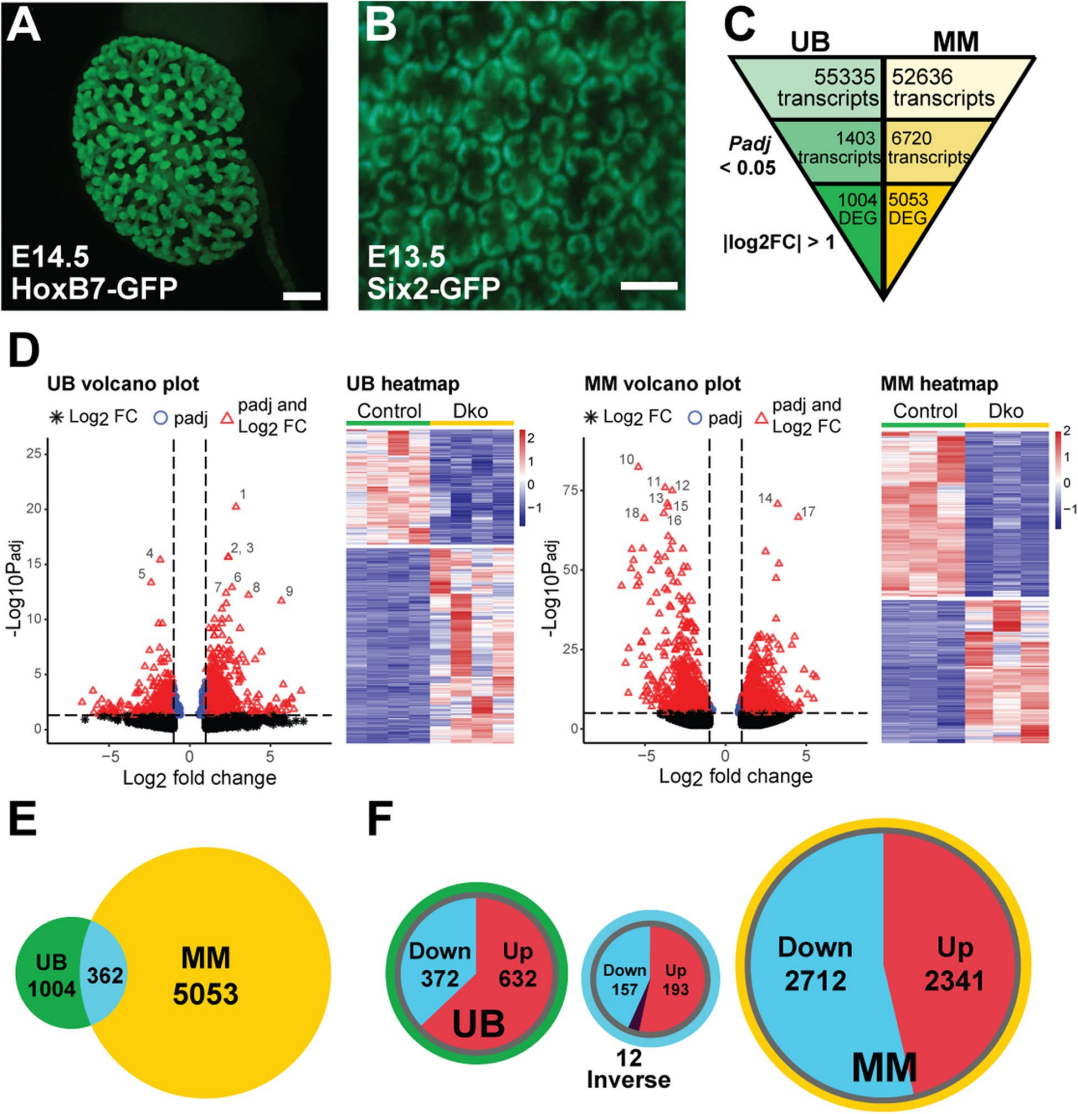
Tissue-specific bulk RNA sequencing of MAPK/ERK-deficient renal progenitor populations. **A** Whole mount image example of a mouse kidney expressing HoxB7Cre-GFP in the ureteric bud (UB) epithelium and collecting ducts at E14.5. White scale bar represents 300 μm. **B** Example whole mount image of the cortical surface of a mouse kidney expressing Six2-TGC-GFP in the nephron progenitor/metanephric mesenchyme (MM) population at E13.5. White scale bar represents 150 um. **C** RNA-Seq was separately performed on E12.5 control (*n* = 4 kidneys) and MAPK/ERK-deficient UB (*HoxB7Cre-GFP;Mek1*^*fl/fl/*^*;Mek2*^*−/−*^, *n* = 4 kidneys) and E13.5 control (*n* = 3 kidneys) and MAPK/ERK-deficient nephron progenitors (*Six2-TGC-GFP; Mek1*^*fl/fl/*^*;Mek2*^*−/−*^; *n* = 3 kidneys). Among the total reads of 55,335 and 52,636 in UB and MM, respectively, 1403 genes in the UB and 6720 in the MM were identified to be significantly differentially expressed with a cutoff of *P*_adj_ < 0.05. Further filtering with │log2fold change│≥ 1 revealed 1004 differentially expressed genes (DEGs) for UB and 5053 for MM. **D** Volcano plot and heatmap for DEGs between wildtype and dko populations in the UB (left). Similar to the UB, the volcano plot and heatmap for MM (right) demonstrate clear segregation of the control samples from those lacking MAPK/ERK (dko) activity in UB and MM populations. The most prominent DEGs are numbered in the plots and represent the following genes: 1, *Ccdc141*; 2, *Ifgbp5*; 3, *Slc40a1*; 4, *Ccnd1*; 5, *Etv5*; 6, *Atp2b4*; 7, *Samd9I*; 8, *Scn3b*; 9, *Xkr4*; 10, *Hist1h3c*; 11, *Rpl19*; 12, *Hist1h1a*; 13, *Rpl41*; 14, *mt-Rnr2*; 15, *Rpsa*; 16, *Rpl8*; 17, *Gm28439*; and 18, *Hist1h4d*. Significant DEGs in the volcano plots are marked as red dots with a statistical cutoff of *P*_adj_ < 0.05 and a magnitude threshold of │log2fold change│≥ 1. Heatmaps show downregulated genes in blue and upregulated genes in red; color intensity corresponds to the degree of differential expression. **E** Venn diagram shows 362 shared genes with differentially regulated expression in both UB and MM datasets. **F** Venn diagrams depicting up-/downregulated DEGs in UB and MM populations. Among the 1004 UB DEGs, we identified 372 genes (37%) whose expression was downregulated and 632 genes (63%) which were upregulated. Among the 362 shared DEGs between UB and MM, 157 genes (43%) were downregulated, and 193 genes (53%) were upregulated. Interestingly, 12 genes (3%) were inversely expressed, with six genes upregulated and six genes downregulated. Out of 5053 MM DEGs, 2712 genes (54%) were downregulated, and 2341 genes (46%) were upregulated

RNA-Seq identified 55,335 transcripts in the UB and 52,636 transcripts in the MM (Fig. 1C). 

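The UB table lists 55335 genes and the MM table 52636, of which 52110 are in both. These are annotated genes, listed whether or not a read fell on them: after removal of genes with low counts, 13425 genes were tested in the UB and 12431 in the MM, with 11558 in both. Among the genes with counts too low to test in the UB were the stromal regulator Foxd1, with 22 counts over the 4 control libraries and 114 over the 4 UB dko libraries. Osr1, a regulator of early kidney mesenchyme, had 5 and 38. In the MM, Wnt11 (34 counts over the 3 control libraries and 2 over the 3 MM dko libraries) and Cavin1 (73 and 2) were not tested. Six2, the regulator of nephron progenitor renewal, had 2601 ± 683 normalized counts (SD, n = 3) in the MM controls and 27.2 ± 21.3 (SD, n = 4) in the UB controls. Gene names were matched by identifier to GENCODE M21 on GRCm38, which held 55154 of the UB identifiers and 52489 of those of the MM.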

To reveal RNAs enriched in MAPK/ERK-deficient UB and MM cells, the transcripts were filtered using a statistical cutoff of *P*_adj_ < 0.05 and a magnitude threshold of │log2foldchange│≥ 1. As a result, 1004 significantly differentially expressed genes (DEGs) were identified in the UB epithelium and 5053 in the MM (Fig. 1C, Additional file 2: Table S1 and Additional file 3: Tables S2). 

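In the UB, 433 DEGs were found among 13425 genes tested, and in the MM 4827 among 12431. Among UB genes with known symbols and a mean of at least 100 normalized counts in a group, the largest rise was that of Scn3b, a subunit of voltage-gated sodium channels. Scn3b (ENSMUSG00000049281, chromosome 9 from 40269217 to 40291618) had 13.3 ± 5.79 normalized counts in the control and 166 ± 67.3 in the UB dko libraries (SD, n = 4 each; log2FC 3.64, SE 0.46, adjusted p = 0.00306). Next came Zfp385b (log2FC 3.11, SE 0.48, adjusted p = 0.00798) and Il1rapl1 (log2FC 3.10, SE 0.66, adjusted p = 0.0268). The growth factor gene Igf1 rose nearly as much (log2FC 3.04, SE 0.51, adjusted p = 0.0124). The largest UB fall among genes of such counts was that of the spindle gene Troap (log2FC -2.47, SE 0.39, adjusted p = 0.00971). Etv5, the histones Hist1h2bp and Hist1h1d, the mitotic kinesin Kifc1 (log2FC -2.23, SE 0.46, adjusted p = 0.0231) and Gtse1 (log2FC -2.21, SE 0.40, adjusted p = 0.0152) came after it. By the same rule, the largest MM rises were those of Slc22a15 (log2FC 4.91, SE 0.86, adjusted p = 0.00572) and the mitochondrial transcript mt-Atp6 (log2FC 3.45, SE 0.30, adjusted p = 1.60e-06). Snord82, mt-Tm, Iqcb1 and mt-Rnr2 followed, with log2FC of 3.38, 3.31, 3.31 and 3.22. The 6 largest MM falls were all histones. The groups did not overlap for 15.2% of the tested UB genes and 60.5% of the tested MM genes, a separation that chance gives 2.86% and 10%. The UB count depended on the tool and changed when any 1 library was left out. DESeq2 1.42.0 called 1004 DEGs. When control library 1, 2, 3 or 4 was left out, edgeR called 106, 40, 59 and 65. It called 986 without dko library 1 and 135 without dko library 4. With UB dko libraries 1 and 3 alone, a comparison added after the data were seen, 738 genes were called. The MM count was 5028 by DESeq2 and 1557 with offsets for GC content and length, 979 of them also called without offsets in the same direction. In simulated MM libraries, the trend in GC content and length fitted to the real libraries, with no other change, gave 3947 DEGs without offsets. The 5 DEGs with offsets test nothing, because the offsets remove the same fitted trend. All MM dko libraries and no MM control carry the trend, so it may hold effects of genotype that vary with GC content. The 3947 are therefore not a count of false calls among the 4827. In simulated counts of the same depth and spread, the edgeR test recovered 74% of 4-fold and 13% of 2-fold changes in the UB and 77% and 34% in the MM.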

The high number of DEGs especially in MM probably reflects its cellular heterogeneity, which is also detected to a lesser extent in the UB [26, 30, 42–45]. Of our dataset, 63% of DEGs in the UB_dko_ are upregulated (632) and 37% downregulated (372), while DEGs in the MM_dko_ dataset are more evenly distributed and comprised 46% upregulated (2341) and 54% downregulated (2713) genes (Fig. 1D–F).

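Of the UB DEGs, 301 (69.5%) were higher and 132 lower in UB dko, and of the MM DEGs 1960 (40.6%) were higher and 2867 lower in MM dko. Nuclear-retained long noncoding RNAs were among the higher UB transcripts. In the UB 6 of 11 rose and 0 fell (6 and 1 when adjusted over the list alone). Those that rose include the paraspeckle RNA Neat1 (log2FC 1.98, SE 0.23, adjusted p = 0.00216) and the imprinted transcript Rian (log2FC 1.76, SE 0.24, adjusted p = 0.00408). Their median was 1.38 (camera adjusted p = 3.88e-06; adjusted p = 0.0964 with an estimated correlation). When any 1 of the control libraries was left out, 3 of them rose, and with offsets for GC content and length 6 rose and 2 fell. In the MM, 6 of 11 rose and 0 fell (7 and 0 over the list alone), with Snhg14 (log2FC 2.70, SE 0.23, adjusted p = 1.01e-06) among them. Their MM median was 1.03 (camera adjusted p = 0.0130; adjusted p = 0.207 with an estimated correlation). After offsets for GC content and length 2 were higher and 1 lower. The MM transcripts that fell numbered 1 without dko library 2. MM genes divided by GC content: 1362 DEGs were higher and 11 lower in the bin of lowest GC content, and 24 were higher and 1685 lower in the bin of highest GC content. In the UB the lowest bin held 130 higher and 2 lower DEGs and the highest bin 8 and 37. With the offsets the MM bins held 90 higher and 121 lower, and 252 and 223. Scaling to library size alone moved the median log2 fold change of all genes from 0.06 to -0.28 in the UB and from -0.05 to -0.44 in the MM. It gave 58 higher and 220 lower UB DEGs and 1028 higher and 3893 lower MM DEGs. Higher UB DEGs prevailed with RLE scaling (294 higher and 135 lower) and with DESeq2 (640 and 364), as with TMM. Voom with quality weights gave 1000 higher and 1360 lower UB DEGs, so the direction that prevails in the UB depends on the processing. In the MM lower DEGs prevailed with TMM, RLE and library size scaling. With the offsets the MM DEGs were evenly divided, at 776 higher and 781 lower.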

### Analysis of the MAPK/ERK transcriptomes reveals high tissue-specific fidelity

To characterize the gene expression changes in each tissue at a general level, a Gene Ontology (GO) analysis of the DEGs of UB_dko_ and MM_dko_ cells was performed. This identified significant (*P*_adj_ < 0.05) alteration of 595 (UB) and 1035 (MM) biological processes, 80 (UB) and 257 (MM) cellular components, and 29 (UB) and 144 (MM) molecular functions, suggesting multifaceted roles for the MAPK/ERK cascade in both tissues of the developing kidney (Additional file 4: Table S3). In the UB, many of the DEGs are involved with cell motility, proliferation, response to stimuli, and epithelium development (Fig. 2). These changes are in line with, and substantiated by, the identified molecular changes and branching morphogenesis defect we previously reported for MAPK/ERK-deficient UBs [39].

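Genes of proliferation fell in UB dko. Of 58 S-phase and DNA replication genes, 14 fell and 0 rose (36 fell when adjusted over the list alone), with a median of -0.87. Of 49 G2/M genes 17 fell and 0 rose (28 over the list alone), with a median of -0.72. Among them were thymidine kinase Tk1 (log2FC -1.75, SE 0.30, adjusted p = 0.0125) and the replication licensing factor Cdc6 (log2FC -1.33, SE 0.20, adjusted p = 0.00772). The mitotic kinase gene Plk1 (log2FC -1.85, SE 0.26, adjusted p = 0.00582) and the kinesin gene Kif2c (log2FC -1.38, SE 0.24, adjusted p = 0.0145) fell as well. The S-phase medians of UB dko libraries 1 to 4 were -0.54, -1.15, -0.88 and -0.99. Camera gave adjusted p = 3.41e-22 for S phase and 2.18e-21 for G2/M (adjusted p = 0.0198 for each with an estimated correlation). The S-phase count was 3, 0, 1 and 1 without control library 1, 2, 3 or 4. It was 26 without dko library 1, 8 without dko library 2 and 3 without dko library 4. The G2/M count was 3, 1, 1, 1 and 8 without the control libraries in turn or dko library 4. Of the genes that respond to stimuli, 3 of 27 immediate early and heat shock genes fell and 0 rose (7 and 1 over the list alone). The early growth response gene Egr2 (log2FC -1.61, SE 0.32, adjusted p = 0.0208) and the chaperone gene Hsph1 (log2FC -0.83, SE 0.17, adjusted p = 0.0251) were lower. The list median was -0.48 (camera adjusted p = 0.00171; adjusted p = 0.449 with an estimated correlation). Among receptor tyrosine kinases and their ligands, which guide migration and branching, 5 of 26 rose and 3 fell (6 and 3 over the list alone). Erbb4 (log2FC 2.40, SE 0.38, adjusted p = 0.00972) was higher, and the list median was -0.10. The immediate early genes that fell numbered 0 without control library 2, 3 or 4 or dko library 4, 1 without control library 1 and 8 without dko library 1. The receptors and ligands that fell numbered 1 without control library 2 or 4. Those that rose without control library 1, 2, 3 or 4 numbered 2, 0, 0 and 0, and without dko library 4 2. The trend with GC content in UB dko libraries 2 and 4 and the abundant Gm42418 transcript in library 3 go with the same contrast. With offsets for GC content and length 33 S-phase and 34 G2/M genes were lower and none was higher, while 5 immediate early and heat shock genes fell and 2 rose. With UB dko libraries 1 and 3 alone an estimated correlation gave adjusted p = 0.0826 for S phase and 0.0459 for G2/M.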

**Fig. 2:**
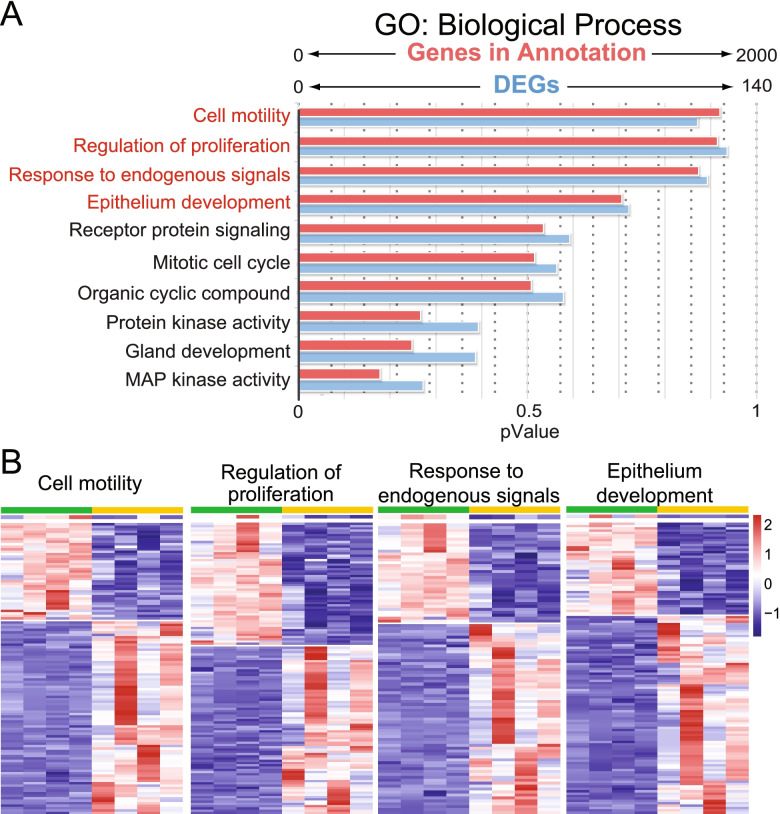
GO biological analysis of UB dataset. **A** GO biological process analysis of UB RNA-Seq data (*n* = 4 kidneys/genotype) was carried out with the ToppFun tool (application of ToppGene Suite). The figure shows the genes identified in our dataset in blue (0–140) and those within annotated functions in ToppFun in red (0–2000). **B** The heatmap analysis of the top four biological processes identified by ToppFun in the UB dataset reveals clear expressional changes, both down and up, between control (green) and MAPK/ERK-deficient UB (Dko, yellow) within the biological processes of cell motility, proliferation, response to stimulus, and epithelium development. Detailed lists of all biological processes and the genes that make them up are provided in Additional file 4: Table S3

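In MM dko, genes of glycolysis fell: 15 of 18 were lower and 0 was higher, the same number when adjusted over the list alone, with a median log2 fold change of -1.56. Pkm (ENSMUSG00000032294), a glycolytic enzyme gene, lies on chromosome 9 from 59656368 to 59679375. Pkm fell from 1306 ± 258 to 233 ± 73.8 normalized counts (SD, n = 3 each; log2FC -2.52, SE 0.22, adjusted p = 1.88e-06). Enolase Eno1 fell too (log2FC -2.17, SE 0.20, adjusted p = 2.05e-06). Of 22 genes of amino acid, cholesterol and serine synthesis 11 fell and 0 rose (11 and 0 over the list alone). The serine pathway gene Phgdh (log2FC -3.01, SE 0.28, adjusted p = 2.93e-06) was among them. Of 24 nucleotide synthesis genes 11 fell and 2 rose (11 and 2 over the list alone). Cad fell (log2FC -2.15, SE 0.28, adjusted p = 3.40e-05) and Gmps rose (log2FC 0.56, SE 0.17, adjusted p = 0.0130). Cell-cycle genes fell more often than they rose. Of 58 S-phase genes 33 fell and 5 rose (33 and 5 over the list alone). The replicative helicase gene Mcm2 fell (log2FC -1.98, SE 0.17, adjusted p = 1.36e-06) and the cyclin gene Ccne2 rose (log2FC 1.61, SE 0.18, adjusted p = 9.90e-06). Of 49 G2/M genes 22 fell and 9 rose (24 and 9 over the list alone). The condensin gene Ncapd2 fell (log2FC -1.74, SE 0.18, adjusted p = 6.88e-06) and Smc4 rose (log2FC 1.27, SE 0.26, adjusted p = 0.00152). The camera adjusted p was 2.34e-06 for glycolysis, 0.0285 for amino acid, cholesterol and serine synthesis, 0.0458 for nucleotide synthesis, 0.00227 for S phase and 0.104 for G2/M. With an estimated correlation these were adjusted p = 0.259, 0.302, 0.499, 0.137 and 0.459. All MM dko libraries carry the trend with GC content. With offsets for it and for length 7 glycolysis genes, 5 genes of amino acid, cholesterol and serine synthesis, 5 of nucleotide synthesis, 23 of S phase and 22 of G2/M were lower. Those that were higher numbered 1 for S phase, 1 for G2/M and 0 for each of the other lists. The MM counts of genes that rose moved when 1 library was left out. They were 3 without control library 1, 2 or 3 or dko library 3 for S phase. For G2/M they were 4 without control library 1 or dko library 1 or 3 and 5 without control library 2 or 3. For nucleotide synthesis they were 0 without control library 2 and 1 without control library 1 or dko library 1 or 3. For amino acid, cholesterol and serine synthesis the count was 1 without dko library 2.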

In the MM, the most affected biological processes relate to cell cycle, intracellular protein transport, metabolism, and protein localization (Fig. 3). GO analysis of molecular functions in both cell types revealed changes related to enzymatic activities, such as transferases and kinases but also identified distinct functions in DNA- (UB_dko_) and RNA- (MM_dko_) binding and ribonucleotide biology, including purine binding (MM_dko_) (Additional file 1: Fig. S2A-B). Cellular component analysis further confirmed the cell type-specific changes caused by MAPK/ERK deficiency and additionally revealed UB-specific transcriptional alterations that relate to organelle structures including membranes, Golgi apparatus, cell junctions, and endosomes, while in the MM, a remarkable amount of DEGs related to mitochondria, catalytic complexes, and anchoring and adherens junctions (Additional file 1: Fig. S2C-D).

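Few junction genes changed in the UB. The tight junction gene Cldn8 rose from 1331 ± 93.9 to 4422 ± 2099 normalized counts (SD, n = 4 each; log2FC 1.73, SE 0.30, adjusted p = 0.0135). It was the 1 of 19 claudin and tight junction genes that passed the test. The integrin gene Itgb6 (log2FC 1.30, SE 0.27, adjusted p = 0.0231) was the 1 of 17 integrins that did. The medians of these UB families (0.23 and 0.21) turn negative when libraries are scaled by size alone. So do those of cadherins and protocadherins (0.15; 1 of 46 rose) and of basement membrane genes, which are laminins, collagen IV and associated proteins (0.05; 1 rose and 1 fell of 19). In the MM, 12 of 48 cadherins and protocadherins rose and 6 fell (9 and 6 when adjusted over the list alone). Pcdhga12 was higher (log2FC 2.16, SE 0.45, adjusted p = 0.00119) and Cdh24 lower (log2FC -2.66, SE 0.44, adjusted p = 2.42e-04). The median of 0.32 also turns negative with scaling by library size. Of 21 basement membrane genes in the MM 14 fell and 1 rose (15 and 1 over the list alone). Their median was -1.09 (camera adjusted p = 2.61e-04; adjusted p = 0.459 with an estimated correlation). The heparan sulfate proteoglycan gene Hspg2 (log2FC -3.90, SE 0.26, adjusted p = 1.22e-07) and Col4a2 (log2FC -2.0, SE 0.20, adjusted p = 6.18e-06) were among those that fell. Of the MM integrins 4 of 15 rose, Itga4 (log2FC 1.62, SE 0.19, adjusted p = 1.47e-05) among them, and 3 fell. Of 9 claudin and tight junction genes 1 rose and 2 fell. The medians of both families (0.11 and 0.09) change sign under that scaling. Under offsets for GC content and length 3 MM basement membrane genes were lower and 1 was higher. Those higher and lower were 6 and 2 for MM cadherins, 2 and 0 for MM integrins and 3 and 1 for MM claudins. In the UB they were 4 and 1 for cadherins, 2 and 1 for integrins (median -0.05), 3 and 0 for claudins and 3 and 2 for basement membrane genes. The MM cadherins that rose numbered 6 without control library 2, 7 without dko library 1 and 5 without dko library 3. The MM basement membrane genes that rose numbered 0 without control library 1 or 2 or dko library 3, and the MM claudins that fell 1 without control library 1 or 2 or dko library 1 or 3. In the UB, the genes that rose numbered 0 without control library 2, 3 or 4 and 2 without dko library 1 among claudins and 0 without control library 1, 2, 3 or 4 or dko library 4 and 2 without dko library 1 or 3 among integrins. They numbered 0 without control library 1, 2, 3 or 4, 2 without dko library 2 and 3 without dko library 1 among cadherins, and 0 without control library 1, 2, 3 or 4 or dko library 4 among basement membrane genes. The UB basement membrane gene that fell was not called without control library 1, 2, 3 or 4 or dko library 4.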

**Fig. 3:**
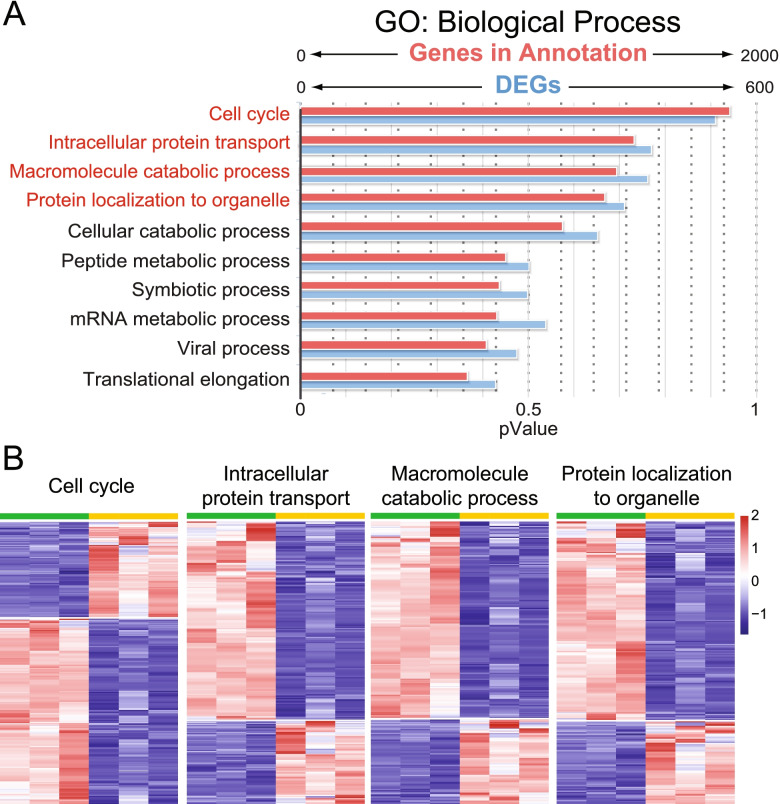
GO biological analysis on MM dataset. **A** GO biological process analysis on MM RNA-Seq data (*n* = 3 kidneys/genotype) was carried out with the ToppFun tool (application of ToppGene Suite). The figure shows the genes identified in our dataset in blue (0–600) and those within annotated functions in ToppFun in red (0–2000). **B** Heatmap analysis of the top four biological processes of MM RNA-Seq data. Genes related to cell cycle, intracellular protein transport, macromolecule catabolic processes, and protein localization to organelle have mostly opposite expression between control (green) and MAPK/ERK-deficient nephron progenitors (Dko, yellow). Detailed lists of all biological processes and the genes that make them up are provided in Additional file 4: Table S3

Finally, we analyzed how conserved are the MAPK/ERK transcriptional targets identified by RNA-Seq in UB and MM tissues of the developing kidney. 

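Kifc1, Etv4 and Gfra1 fell in both UB dko and MM dko, and mt-Rnr2 and Trp53inp1 rose in both. Of the 433 UB DEGs, 346 were tested in the MM, and 145 were DEGs there, which is 33.5% of the UB DEGs and 3.00% of the MM DEGs. Gfra1, the GDNF co-receptor of RET, fell in the UB (log2FC -1.15, SE 0.19, adjusted p = 0.0118) and in the MM (log2FC -1.39, SE 0.20, adjusted p = 8.09e-05). The UB calls did not hold in every fit that left out 1 library, though the log2 fold changes of Kifc1, Etv4, Gfra1 and mt-Rnr2 kept their direction. They ran from -2.52 to -2.02 for Kifc1, -3.11 to -1.84 for Etv4, -1.30 to -1.05 for Gfra1 and 1.96 to 2.73 for mt-Rnr2. Of 8 fits that left out 1 library, Kifc1 passed in 3 (highest adjusted p = 0.110, without control replicate 2) and Etv4 in 1 (0.145, without control replicate 2). Gfra1 passed in 6 (0.0657, without control replicate 2) and mt-Rnr2 in 4 (0.101, without control replicate 3). Independent lists of these sizes would share 134 of the 11558 genes tested in both tissues (one-sided Fisher's exact test, p = 0.129), without regard to direction. The shared count was 358 by DESeq2 and 90 with offsets for GC content and length, and between 8 and 469 when 1 library was left out.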

A comparison of the two datasets to one another revealed 362 shared genes (36% and 7% of DEGs in UB and MM datasets, respectively), whose expression is changed in both tissues (Fig. 1E; Additional file 5: Table S4). This suggests that the majority of the gene expression changes caused by the MAPK/ERK pathway especially in the MM of developing kidney are highly tissue-specific, as 93% of the transcriptional changes in the MM and 64% in the UB take place only in the analyzed tissue but not in the other cell type of the developing kidney.

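A direct test of whether an effect differs between the tissues covered 15225 genes, and the effect of dko differed for 935 of them, above the UB effect in the MM for 276 and below it for 659. This count was not stable: it was 1901 by DESeq2, 78 with the replicate block, 203, 231, 380 and 303 without UB control library 1, 2, 3 or 4, and 575, 2954, 394 and 1491 without UB dko library 1, 2, 3 or 4. It was 322, 296 and 148 without MM control library 1, 2 or 3, 70 without MM dko library 1 and 40 without MM dko library 3. Atp2b4, a plasma membrane calcium pump, rose in the UB (log2FC 2.62, SE 0.30, adjusted p = 0.00216) and had a log2 fold change of -0.42 (SE 0.35, adjusted p = 0.330) in the MM. Igfbp5, an IGF-binding protein, rose in the UB (log2FC 2.40, SE 0.24, adjusted p = 0.00128) and not in the MM (0.01, SE 0.15, adjusted p = 0.979). Among genes called in a single tissue and tested for the difference, the effects differed for 59 of 288 called in the UB only (20.5%). They differed for 719 of 4660 called in the MM only (15.4%). For the rest a call in a single tissue is not a detected difference between tissues. The UB and MM libraries also differ in embryonic day (E12.5 and E13.5), in Cre line, in depth and in the genotype of the controls. By the labels, UB controls 1, 3 and 4 have a single copy of Mek2 lost and the MM controls none. The trend with GC content is in all MM dko libraries but only in UB dko libraries 2 and 4. In simulated counts the difference test recovered 38% of 4-fold differences. From the share of DEGs found in a single tissue, the paper proposes that most of the changes caused by MAPK/ERK are tissue-specific.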

### Shared UB and MM DEGs reflect epigenetic changes and suggest MAPK/ERK functions on histones and DNA methylation

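Slc40a1 (ENSMUSG00000025993), which encodes the iron exporter ferroportin, lies on chromosome 1 from 45908068 to 45926523. Slc40a1 rose in both tissues, with log2 fold changes of 2.37 (SE 0.23, adjusted p = 0.00128) in the UB and 1.26 (SE 0.35, adjusted p = 0.00783) in the MM. Ppan, a gene of ribosome biogenesis, fell in both, with log2FC of -1.59 (SE 0.33, adjusted p = 0.0244) and -1.59 (SE 0.34, adjusted p = 0.00142). In the UB Ppan passed in 4 of 8 fits that left out 1 library (highest adjusted p = 0.118, without control replicate 2). Together, 83 genes were higher in both tissues and 57 lower in both, where independent lists would give 34.5 and 28.3 (one-sided Fisher's exact test, p = 1.13e-15 and 7.53e-09). Scaling to library size alone reversed the balance, with 5 higher and 144 lower in both. Without UB control library 1, 2, 3 or 4 there were 17, 7, 9 and 8 higher and 10, 1, 4 and 2 lower in both, and without UB dko library 1, 2, 3 or 4 there were 217, 35, 159 and 15 higher and 247, 40, 133 and 11 lower. Only 2 genes were higher in the UB and lower in the MM and 3 the other way round, where 53.3 and 18.3 would be shared by independent lists. With UB dko libraries 1 and 3 alone, 135 of 235 shared DEGs had opposite directions, and the 100 of the same direction compare with 109 for independent lists. Across the genes tested in both tissues the log2 fold changes had a Pearson correlation of 0.473, for genes that are not independent replicates. It was 0.253 with offsets for GC content and length in both tissues, -0.0944 with UB dko libraries 1 and 3 alone, and -0.0258 with these and offsets in the MM. UB dko libraries 2 and 4 and all MM dko libraries share the trend with GC content. With UB dko libraries 1 and 3 alone, which lack it, and offsets in the MM, 15 genes were higher in both (15.8 for independent lists) and 35 lower in both (18.5; one-sided Fisher's exact test, p = 0.619 and 2.04e-04). Without the MM offsets these libraries gave 33 higher (40.8) and 67 lower (68.0; p = 0.926 and 0.577 by the same exact test), and all libraries with offsets in both tissues gave 41 higher (15.0) and 40 lower (12.0; exact p = 3.51e-09 and 8.86e-12).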

Detailed analysis of the genes whose expression is changed by MAPK/ERK inactivation in both UB and MM cells identified 53% upregulated transcripts (193), 43% downregulated transcripts (157), and only 12 genes (3%) which showed inverse differential expression (Figs. 1F and 4A). The inverse DEG group is composed of 11 genes with confirmed protein-coding activity (Additional file 5: Table S4). Among these, *Sprouty 1* (*Spry1*), downregulated in UB_dko_ and upregulated in MM_dko_, and *Cavin1*, downregulated in MM_dko_ and upregulated in UB_dko_, are known to inhibit MAPK/ERK signaling [46, 47] and have crucial roles in kidney development, along with *cadherin 6* and *Sox9* [48–52], also showing inverse expression in UB_dko_ and MM_dko_ (Additional file 5: Table S4).

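Spry1 (ENSMUSG00000037211), an inhibitor of receptor tyrosine kinase signalling, lies on chromosome 3 from 37639947 to 37644598. Spry1 fell in UB dko (log2FC -1.42, SE 0.20, adjusted p = 0.00535) and rose in MM dko (log2FC 0.98, SE 0.16, adjusted p = 2.28e-04). The MM change is under the log2FC of 1 that a DEG needed. Cdh6, a cadherin of early nephrons, rose in the UB (log2FC 3.44, SE 0.58, adjusted p = 0.0124) and fell in the MM (log2FC -1.38, SE 0.40, adjusted p = 0.00944). Sox9 fell in the UB (log2FC -1.02, SE 0.23, adjusted p = 0.0350) and rose in the MM (log2FC 1.5, SE 0.21, adjusted p = 6.69e-05). Cavin1, a caveolar coat protein gene, had a log2 fold change of 1.55 (SE 0.49, adjusted p = 0.0977) in the UB and was not tested in the MM, where its counts were too low. The other DEGs of opposite direction were Fam149a, higher in the UB and chosen after its values were seen, and Fbxo5 and Sema6a, lower in the UB. Fbxo5 had log2FC of -1.64 (SE 0.36, adjusted p = 0.0280) in the UB and 1.20 (SE 0.22, adjusted p = 4.64e-04) in the MM. Sema6a had -1.17 (SE 0.21, adjusted p = 0.0154) and 1.07 (SE 0.28, adjusted p = 0.00539). Spry1 passed the test in all 8 UB fits that left out 1 library, while Cdh6 passed in 4 (highest adjusted p = 0.0657, without control replicate 2) and Sox9 in 3 (highest adjusted p = 0.131, without control replicate 4). Fbxo5 passed in 3 of the 8 UB fits (highest adjusted p = 0.103, without control replicate 3) and in 6 of 6 MM fits. Sema6a passed in 3 (highest adjusted p = 0.0748, without control replicate 3) and 5 (highest adjusted p = 0.0686, without dko replicate 3).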

**Fig. 4:**
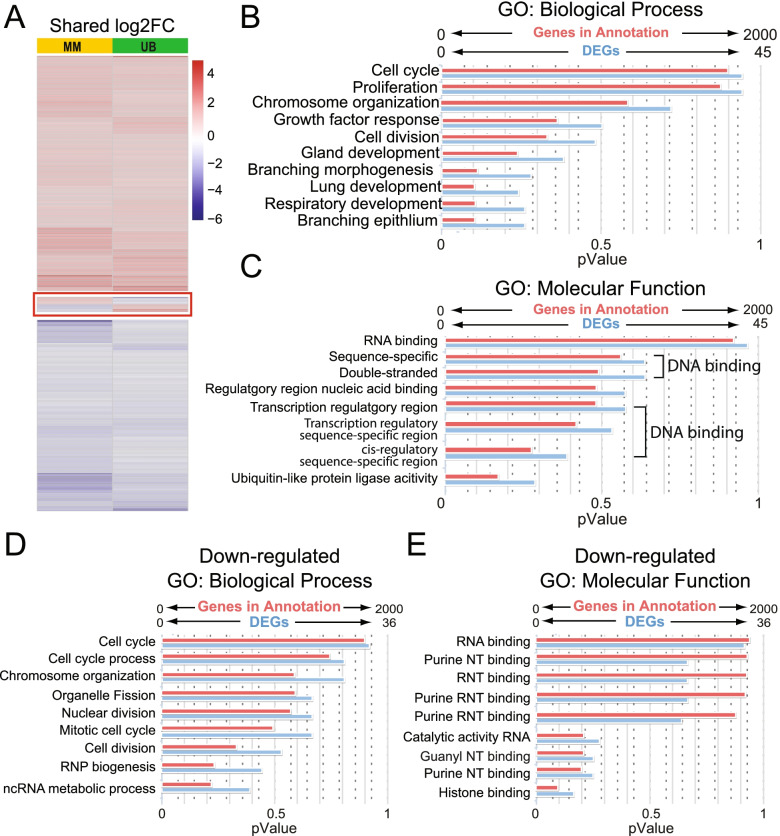
Collecting duct and nephron progenitors share a minor pool of genes whose expression is regulated by MAPK/ERK in both tissues. **A** Heatmap analysis of 362 shared genes in UB and MM. Twelve inversely expressed genes are shown in the middle of the heatmap. **B** Gene Ontology (GO) biological process analysis of shared genes between UB and MM. **C** GO molecular function analysis of shared genes between UB and MM. **D** GO biological process analysis of downregulated shared genes. **E** GO molecular function analysis of downregulated shared genes. Blue bars represent input DEGs from our RNA-Seq, and red bars represent genes in annotation. Abbreviations: ncRNA; non-coding ribonucleic acid, NT; nucleotide, RNP; ribonucleoprotein, RNT; ribonucleotide.  Detailed lists of all biological processes and the genes that make them up are provided in Additional file 6: Table S5

As expected from the previously known MAPK/ERK functions [3, 53], most of the shared MAPK/ERK targets encode proteins with functions related to cell cycle, proliferation, response to growth factor, organ development, branching morphogenesis, and DNA/RNA binding (Fig. 4B, C, Additional file 6: Table S5). Among the 362 shared genes, GO analysis of the 193 upregulated DEGs revealed very few genes falling into any specific biological or molecular process category, thus demonstrating great diversity among upregulated DEGs that represent MAPK/ERK targets (Additional file 6: Table S5). On the other hand, GO analysis of the 157 downregulated shared genes reflects well with the biological processes and molecular functions identified within the total shared genes (Fig. 4D, E, compare to Fig. 4B, C). This suggests a strong and possibly universal regulatory function of MAPK/ERK cascade in processes such as cell cycle, proliferation, response to growth factor, organ development, and DNA/RNA binding.

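Among the 57 genes lower in both tissues were 4 S-phase genes, including the helicase subunits Mcm3 and Mcm7 and the polymerase subunit Pola2, and 6 G2/M genes, with Aurka, Cdc20 and Ube2c among them. The nucleolar genes Fbl, Mybbp1a and Ppan also fell in both. Of 55 ribosome biogenesis and nucleolar genes 4 fell in the UB and 0 rose (30 fell when adjusted over the list alone). The UB median was -0.64 (camera adjusted p = 4.91e-16; adjusted p = 0.0264 with an estimated correlation). Of 54 in the MM 30 fell and 4 rose (30 and 4 over the list alone), with a median of -0.90 (camera adjusted p = 6.06e-05; adjusted p = 0.136 with an estimated correlation). In the UB Mybbp1a fell (log2FC -1.27, SE 0.27, adjusted p = 0.0275), and in the MM the ribosomal RNA transcription factor Ubtf (log2FC -2.12, SE 0.19, adjusted p = 1.88e-06) and Tcof1 (log2FC -2.53, SE 0.23, adjusted p = 2.40e-06) fell. Nucleotide synthesis genes fell as well in the UB, 4 of 24 with 0 higher (13 and 1 over the list alone), thymidylate synthase Tyms (log2FC -0.94, SE 0.20, adjusted p = 0.0268) among them. Their median was -0.77 (camera adjusted p = 1.61e-07; adjusted p = 0.0264 with an estimated correlation). Neither UB count held up to leaving out a control library, which left 0 ribosome biogenesis genes and 0 nucleotide synthesis genes in each case. Without dko library 1 there were 14 and 11, without dko library 3 15 and 8, and without dko library 4 1 and 0. Of the genes higher in both, 5 were nuclear-retained long noncoding RNAs (Malat1, Meg3, Rian, Snhg11 and Snhg14) and 2 the mitochondrial ribosomal RNAs. Genes listed here without values, such as Mcm3, Aurka and Malat1, were chosen after their values were seen. With offsets for GC content and length, 29 ribosome biogenesis genes were lower in the UB and 23 in the MM, and 9 UB nucleotide synthesis genes. For the latter list the call with an estimated correlation was lost under the offsets (adjusted p = 0.0510) and with UB dko libraries 1 and 3 alone (adjusted p = 0.0826). The MM ribosome biogenesis genes that rose numbered 1 without control library 1 or dko library 1 or 3 and 2 without control library 2. In the UB without dko library 2, 2 nucleotide synthesis genes were lower.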

The largest portion (13%) of the shared downregulated DEGs represent histones (Additional file 5: Table S4), and their GO analysis identified chromosome condensation and nucleosome assembly as the most affected biological processes (Additional file 6: Table S5). Indeed, 25 genes coding for histone cluster components, histone chaperones, or histone-associated kinases are downregulated in UB_dko_, and a total of 69 histone-related genes are differentially expressed in MM_dko_ (Additional file 7: Table S6). 

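The replication-dependent histones among the genes lower in both tissues were Hist1h1d, Hist1h2bb, Hist1h2bh, Hist1h2bm and Hist1h2bp, which is 5 of 57 (8.77%). Of these Hist1h2bh and Hist1h2bm were chosen after their values were seen. Hist1h2bp (ENSMUSG00000069308), an H2B gene, lies on chromosome 13 from 21787461 to 21789213. Hist1h2bp fell in UB dko from 154 ± 54.3 to 29.0 ± 15.7 normalized counts (SD, n = 4 each; log2FC -2.40, SE 0.47, adjusted p = 0.0200), and Hist1h2bb fell (log2FC -1.78, SE 0.36, adjusted p = 0.0217). Hist1h1d, a linker histone gene, had a log2 fold change of -2.21 (SE 0.49, adjusted p = 0.0301) in the UB. Genes of the histone clusters share near-identical sequences, so reads can be shared among copies and the value of a single copy is uncertain.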

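In the UB, 6 of 55 replication-dependent histone genes fell and 0 rose (46 fell when adjusted over the list alone), with a median of -1.90. Their medians per library, relative to the mean of the controls, were -0.86, -4.63, -1.20 and -3.05 in UB dko libraries 1 to 4. They were -0.85 in control library 1 against 0.22 to 0.34 in control libraries 2 to 4, so that dko library 1 lay beside control library 1. The libraries of lowest histone expression, 2 and 4, are those with the trend with GC content; histone mRNAs have a median GC content of 57.2% in a set of tested genes with a median of 48.6%. With the GC and length offsets 17 UB histones were lower and 0 higher, at a median of -1.55. Without the offsets the camera adjusted p was 3.78e-31 and, with an estimated correlation, adjusted p = 0.243. With them the camera adjusted p was 2.65e-28 and, with an estimated correlation, adjusted p = 0.178. The count of histones that fell, without offsets, was 3 without control library 1. Without control library 2, 3 or 4 or dko library 4 it was 0. It was 31 without dko library 1, 12 without dko library 2 and 10 without dko library 3. In the MM, 54 of 59 histone genes fell and 0 rose (56 fell over the list alone). Their median was -4.31 (camera adjusted p = 3.12e-48; adjusted p = 0.189 with an estimated correlation), and the list medians of MM dko libraries 1 to 3 were -4.86, -3.96 and -4.17. Of the replication-independent variants 5 of 11 fell in the MM and 1 rose (5 and 2 over the list alone; median -0.38). H2afx fell (log2FC -3.87, SE 0.30, adjusted p = 4.63e-07) and H3f3a rose (log2FC 0.77, SE 0.16, adjusted p = 0.00106). With the offsets 2 variants fell and 1 rose, and the median changed sign to 0.10. In the UB 1 of 11 fell, the centromeric Cenpa (log2FC -1.24, SE 0.25, adjusted p = 0.0234). The UB median was -0.49 (camera adjusted p = 0.0102; adjusted p = 0.449 with an estimated correlation). Genes of histone mRNA processing and chaperones went both ways in the MM, with 5 higher and 6 lower of 21. Chaf1a fell (log2FC -2.51, SE 0.27, adjusted p = 9.95e-06) and Npat rose (log2FC 1.27, SE 0.19, adjusted p = 9.03e-05). Under the offsets 1 was higher and 8 lower, so that most of those called fell. In the UB the chaperone gene Asf1b (log2FC -1.41, SE 0.35, adjusted p = 0.0475) was the 1 of 21 that fell. The UB median of these genes was -0.30 (camera adjusted p = 0.0233; adjusted p = 0.123 with an estimated correlation). The MM variant genes that rose numbered 2 without control library 3 or dko library 2. In the UB, the variants that fell numbered 0 without control library 1, 2, 3 or 4 and 3 without dko library 1, and the processing and chaperone genes that fell 0 without control library 1, 2, 3 or 4 or dko library 4 and 2 without dko library 1. With the offsets these UB numbers were 2 and 3. Of the histone-related genes the paper lists in Table S6, which were chosen on these samples and so are not independent evidence, 7 of 23 tested fell in the UB, and in the MM 66 of 68 fell and 1 rose.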

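Hist2h3b, an H3 gene, had 1903 counts over the 3 MM control libraries and 0 in every MM dko library. With a floor of 3 counts assumed over the MM dko libraries, for counting error only and without offsets, it was at least 209-fold lower. Its fitted log2 fold change has no bound beyond that. Hist2h3b passed in 5 of 6 fits that left out 1 library (highest adjusted p = 0.0565, without dko replicate 2). Among MM genes with counts in both groups, Hist1h2ai, an H2A gene (ENSMUSG00000071516, chromosome 13 from 21716422 to 21716814), had the largest fall by the rule for named genes. It fell from 790.4 ± 121 to 8.15 ± 8.91 normalized counts (SD, n = 3 each; log2FC -6.97, SE 0.45, adjusted p = 1.36e-07). Its log2FC with GC and length offsets was -3.73 (adjusted p = 2.31e-05). In the UB Hist1h2ai had a log2 fold change of -1.93 (SE 0.79, adjusted p = 0.191). The H2B gene Hist1h2br, with 86 counts over the 4 control libraries and 0 over the 4 UB dko libraries, fell below the minimum count for testing. Among UB genes with known symbols and a mean of at least 100 normalized counts in a group, Troap fell most. Of lower counts, Ccdc69 fell further (log2FC -5.79, SE 1.09, adjusted p = 0.0172), though it passed in 3 of 8 fits that left out 1 library (highest adjusted p = 0.0845, without control replicate 4). Reads of these histones may come from near-identical copies.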

Interestingly, the most downregulated gene in each dataset is a histone cluster gene, *Hist1h2br* (H2B clustered histone 24) in UB_dko_ and *Hist1h2ai* (H2A clustered histone 13) in MM_dko_. In the MM_dko_, 57 DEGs encoding histone cluster components were downregulated, of which 28 genes showed at least a 16-fold difference and occupied a place in the top 50 downregulated genes list, suggesting a major defect. 

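In the MM, 54 replication-dependent histone genes were lower DEGs, and 34 of them were at least 16-fold lower. Hist1h4b fell (log2FC -5.70, SE 0.28, adjusted p = 1.17e-08), Hist1h3c (log2FC -5.60, SE 0.31, adjusted p = 6.13e-08) and Hist1h4k (log2FC -6.81, SE 0.55, adjusted p = 7.31e-07). The median of the list does not depend on the size of the fall of Hist2h3b, because its value at the assumed floor (-7.71) also lies below that median. Lists of 59 genes matched to these histones in GC content, length and expression, drawn 10000 times, had a median of -1.09 and a lowest value of -2.27, and none reached the histone median. Under GC and length offsets the histone median was -2.92, with 48 lower and 1 higher. From the number and size of these falls, the paper proposes a major defect in histone expression in MM dko. Its further evidence on histone genes is qPCR after MEK inhibition, which was not analysed here. That qPCR covered Hist1h4k and Hist2h3b in cultured whole kidneys and Hist1h2br in isolated kidney tissue.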

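Dnmt1 (ENSMUSG00000004099), the maintenance DNA methyltransferase gene, lies on chromosome 9 from 20907209 to 20959888. Dnmt1 fell in UB dko from 1745 ± 179 to 853 ± 179 normalized counts (SD, n = 4 each; log2FC -1.03, SE 0.19, adjusted p = 0.0172). In MM dko it fell too (log2FC -1.20, SE 0.16, adjusted p = 4.37e-05). In the UB it passed the test in 3 of 8 fits that left out 1 library, with the highest adjusted p of 0.0783 without control replicate 4. Dot1l (ENSMUSG00000061589), the H3K79 methyltransferase gene, lies on chromosome 10 from 80755206 to 80795461. Dot1l fell in MM dko from 459 ± 68.4 to 185 ± 44.9 normalized counts (SD, n = 3 each; log2FC -1.32, SE 0.22, adjusted p = 2.91e-04). The MM log2FC with GC and length offsets were -0.24 (adjusted p = 0.272) for Dnmt1 and 0.18 (adjusted p = 0.615) for Dot1l, and neither passed the test.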

Of note, *Dnmt1*, the gene coding for the DNA (cytosine-5)-methyltransferase 1 enzyme, which is responsible for most of the DNA methylation in mouse cells, is downregulated by twofold in both MAPK/ERK-deficient UB and MM (Additional file 5: Table S4), and *Dot1l* encoding histone H3 methyltransferase is significantly downregulated in MM_dko_ cells (Additional file 3: Table S2).

Finally, we wanted to test how universally the MAPK/ERK cascade regulates the genes identified by our RNA-Seq analysis. Quantitative PCR of 20 DEGs, selected based on their high DE scores and known importance in signal transduction and/or kidney development, was first carried out in whole E12.5 kidneys cultured in control and MAPK/ERK inhibition conditions. This showed that *Ccdc69*, *Cited2*, *Cpne7*, *Dusp6*, *Etv4*, *Fjx1*, *Flrt3*, *Fosb*, *Hist1h4k*, *Hist2h3b*, *Lypla1*, *Mfng*, *Trim12a*, and genes encoding proteins related to negative regulation of ERK (*Dusp6*) and with known roles during kidney development (*Etv4*) [54–56] are significantly differentially regulated in the MAPK/ERK-deficient whole kidneys (*P* < 0.05; Additional file 1: Fig. S3A). Analysis of specific gene expressions related to chromatin regulation (*Dnmt1*, *Hist1h2br*), cell growth (*Ppan*), tip identity (*Wnt11*), cellular metabolism (*Acot7*, *Adsl*), and RTK signaling targets (*Wnt11*, *Etv4*) in isolated UB and MM populations confirmed the DEGs identified in RNA-seq (Additional file 1: Fig. S3B,C).

We also expanded our analysis of MAPK/ERK target expression to MAPK/ERK-inhibited embryonic lung and adult liver. We were able to detect that the shared transcriptional changes in DNA methyltransferase *Dnmt1*; carbohydrate derivative metabolism regulators *Acot7*, *Adsl*, and *Cad*; mitochondrial *Qtrt1*; RNA polymerase *Polr1E*; kinesin family member *Kifc1*; NME/NM23 nucleoside diphosphate kinase *Nme2*; and histone cluster gene *Hist1h2br* identified by RNA-Seq were recapitulated in the embryonic lung but not in adult liver (Additional file 8: Table S7).

### MAPK/ERK activation in the ureteric bud is required to maintain tip cell identity

Next, we focused on tissue-specific transcriptional changes caused by MAPK/ERK deficiency in the UB. It has been established that UB tips host collecting duct progenitors capable of differentiating into mature collecting duct cell types [34, 35, 54, 55]. Rutledge et al. [30] previously reported segregation between genes enriched in UB tips and stalks and identified 116 tip-enriched and 393 stalk-enriched genes in E16.5 kidneys. We compared our DEGs in MAPK/ERK-deficient UB epithelium to their published tip- and stalk-enriched lists to reveal that the UB_dko_ dataset contains 39 transcripts previously identified as tip-enriched genes and 82 transcripts identified as stalk-enriched genes (Table 1).

**Table 1:** Transcriptional changes with known tip-stalk localization identified in MAPK/ERK-deficient ureteric bud

UB-stalk-enriched genes upregulated in ***Mek1***/***2*** dko	Log2FC			UB-tip-enriched genes downregulated in ***Mek1***/***2*** dko	Log2FC
Atp6v0d2	5.82017	Paqr5	2.02776	Stmn1	− 1.0135
Thrb	5.68810	Neat1	1.99209	Rprm	− 1.0289
Vsig1	4.44785	Cpeb2	1.94871	Frem2	− 1.0412
Trim47	4.07919	Dab2	1.93896	Ctnnd2	− 1.0942
Serpinb9	3.74231	Ppp1r3c	1.90854	Uhrf1	− 1.1082
Tmem117	3.59284	Itpr2	1.88864	Stra6	− 1.1199
Wdr72	3.58091	Akr1c19	1.86199	Gfra1	− 1.1478
Trim16	3.24198	Pdlim1	1.84855	Sema6a	− 1.1662
Tspan8	3.23112	Scnn1a	1.83277	Kdm2b	− 1.1890
Igf1	3.05885	Nr3c1	1.82302	Mycn	− 1.2976
Cav1	3.04600	Igfbp7	1.72571	Slc27a6	− 1.3305
Muc20	3.02456	Elf5	1.69912	Fbln1	− 1.3432
Ccdc141	2.86843	Prlr	1.69734	Ung	− 1.3621
Tmem45b	2.86742	Scnn1b	1.68607	Dctd	− 1.3629
Gsta3	2.85412	Bmp3	1.67283	Sox8	− 1.4139
Nipal1	2.82231	Lypd6	1.63446	Nsg1	− 1.4406
Rhcg	2.80980	Slc29a1	1.63091	Cdca7	− 1.4578
Ugt2b34	2.69559	Ampd3	1.63017	Hs3st3b1	− 1.4741
Krt80	2.63243	Reps2	1.62458	Spred2	− 1.4753
Cers3	2.57988	Fam13a	1.57950	Acot7	− 1.5284
Foxa1	2.46191	Plxna2	1.57511	Fxyd6	− 1.5755
Anxa3	2.44622	Pde7b	1.53769	Fbln2	− 1.5889
Pde1a	2.41531	Dkk3	1.53697	Tmem59l	− 1.6118
Acpp	2.40222	Atp1b1	1.52502	Spry4	− 1.6210
Slc40a1	2.37983	Meg3	1.46617	Ret	− 1.7017
Slco2a1	2.36114	Foxq1	1.42632	Ror2	− 1.7602
Emp1	2.34928	AA986860	1.41052	Adamts18	− 1.8082
Fxyd4	2.22886	Parm1	1.34588	Ccnd1	− 1.8272
Pdzk1	2.19846	Slc7a8	1.31827	Cxcl14	− 1.9303
Cav2	2.14791	Itgb6	1.30563	Kank4	− 1.9339
Efemp1	2.14526	Rcan2	1.28463	Mfsd2a	− 1.9530
Shh	2.13946	Tmprss2	1.25556	Ak1	− 1.9839
Pdzk1ip1	2.09042	Sparc	1.23359	Psmc3ip	− 2.0363
Plcd1	2.08808	Krt7	1.20999	Etv4	− 2.1504
Efcab1	2.08737	Eno2	1.20676	Wnt11	− 2.1618
Aqp4	2.08663	Car12	1.19927	Psrc1	− 2.2083
Nr3c2	2.04846	Bmf	1.12381	Etv5	− 2.3936
1810019D21Rik	2.03767	Nedd4l	1.09804	Cib2	− 2.8918
Atp10b	2.03048	Cystm1	1.02906	Nrtn	− 5.3538

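Of 19 UB tip markers fixed before the data were read, 11 fell in UB dko and 0 rose (17 fell when adjusted over the list alone), with a median of -1.41. Some of them, Etv4 and Etv5 included, are also on the list of MAPK/ERK feedback and target genes, so the falls of these lists are not separate results. The paper's result for tip genes was known when the tip list was written. Per library, the medians were -0.83, -1.48, -1.79 and -1.44 in UB dko libraries 1 to 4. Wnt11 (ENSMUSG00000015957), a tip-derived signal that keeps RET and GDNF expression up, lies on chromosome 7 from 98835112 to 98855195. Wnt11 had 422 ± 81.2 normalized counts in the control and 94.8 ± 85.2 in the UB dko libraries (SD, n = 4 each; log2FC -2.14, SE 0.56, adjusted p = 0.0549). This did not pass the edgeR test, and DESeq2 gave an adjusted p of 0.00185. The camera adjusted p was 1.77e-21 for the list, and the call held with an estimated correlation (adjusted p = 0.0198). Of 38 tested genes that the paper lists in Table 1 as tip-enriched, 22 fell and 0 rose; since the study chose this list on these samples, it is not independent evidence. The tip markers that fell numbered 4, 3, 4 and 3 without control library 1, 2, 3 or 4, and 7 and 6 without dko library 2 or 4. The Table 1 genes that fell numbered 7, 3, 4 and 3 without the control libraries in turn and 11 without dko library 4. With offsets for GC content and length 15 of the tip markers were lower, and with UB dko libraries 1 and 3 alone 13 were (adjusted p = 0.0348 and 0.0982 with an estimated correlation).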

Interestingly, all (100%) the genes previously classified as tip-enriched and found in our dataset (39/39) are downregulated, including the most highly enriched tip gene *Wnt11* identified by Rutledge et al. [30] (Table 2, Fig. 5A, Additional file 1: Fig. S3B). On the contrary, almost all (95%) previously identified UB stalk-enriched genes are upregulated in MAPK/ERK-deficient UBs (78/82). 

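Of 13 UB stalk markers, 3 rose and 0 fell in UB dko (5 and 0 when adjusted over the list alone), with a median of 0.73. The medians per library were 0.93, -0.45, 1.09 and -0.21 in UB dko libraries 1 to 4 and -0.29, -0.06, 0.10 and 0.26 in the control libraries, so that dko library 2 lay below the lowest of the controls and dko library 4 within their range. Under voom with quality weights the list median turned to -0.12. The camera adjusted p was 0.00270, and with an estimated correlation adjusted p = 0.411. Under GC and length offsets the median was 1.27 and 9 rose (adjusted p = 0.0253 with an estimated correlation). Among the genes of Table 1 that the paper lists as stalk-enriched, 45 of 69 tested rose and 0 fell; this list too was chosen on these samples, so it is not independent evidence. Their medians were 1.60, 1.90, 2.04 and 1.76 in UB dko libraries 1 to 4. Ccdc141 (log2FC 2.86, SE 0.25, adjusted p = 0.00109) and Slc40a1 were among the stalk genes that rose. The Table 1 genes that rose numbered 16, 7, 12 and 12 without control library 1, 2, 3 or 4 and 25 without dko library 4. The stalk markers numbered 1, 0, 0, 0 and 1.

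**Figure D2:**
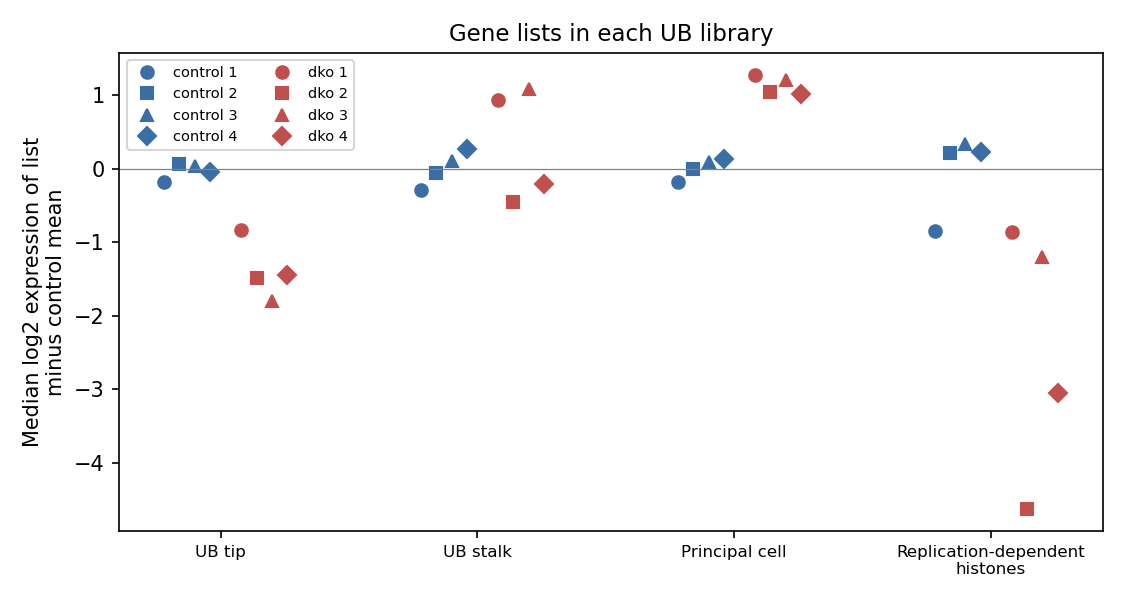
Median log2 expression of each list minus the mean of the control libraries, for the UB tip markers, UB stalk markers, principal cell markers and replication-dependent histones. Each point is a library; tip medians lie below the controls in all 4 UB dko libraries, and stalk medians lie above them in libraries 1 and 3 only.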

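Ret (ENSMUSG00000030110), the GDNF receptor of the UB tip, lies on chromosome 6 from 118151745 to 118197718. Ret fell in UB dko from 2106 ± 86.5 to 645 ± 167 normalized counts (SD, n = 4 each; log2FC -1.70, SE 0.21, adjusted p = 0.00306). Ret passed the test whichever library was left out. Etv4, which acts with Etv5 downstream of RET, fell (log2FC -2.13, SE 0.52, adjusted p = 0.0438), though it passed in 1 of 8 fits that left out 1 library (highest adjusted p = 0.145, without control replicate 2). The extracellular matrix gene Frem2 fell (log2FC -1.04, SE 0.19, adjusted p = 0.0163) and passed in 3 such fits (highest adjusted p = 0.0737, without control replicate 3). Spred2, a feedback inhibitor of the pathway, fell (log2FC -1.48, SE 0.27, adjusted p = 0.0163) and passed in 5 (highest adjusted p = 0.0748, without control replicate 3). Gfra1 passed in 6 (highest adjusted p = 0.0657, without control replicate 2). Under GC and length offsets, Etv5 had a log2FC of -2.23, Ret -1.61, Etv4 -1.76, Frem2 -1.06 and Spred2 -1.36.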

At the individual gene level, 18 genes out of 39 total genes have known functions in kidney development and are downregulated in UB_dko_ including well-characterized *Etv4*, *Etv5*, *Frem2*, *Gfra1*, *Ret*, and *Spred2* with central roles in UB morphogenesis (Table 2). 

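Cav1 (ENSMUSG00000007655), the coat protein gene of caveolae, lies on chromosome 6 from 17306335 to 17341452. Cav1 rose in UB dko from 13.3 ± 10.2 to 109.6 ± 51.5 normalized counts (SD, n = 4 each; log2FC 3.04, SE 0.57, adjusted p = 0.0172). It passed in 5 of 8 fits that left out 1 library (highest adjusted p = 0.0897, without control replicate 2). Shh, the ligand that stalk epithelium sends to the ureteric mesenchyme, rose (log2FC 2.13, SE 0.41, adjusted p = 0.0188) and passed in 3 such fits (highest adjusted p = 0.0897, without control replicate 2). The water channel Aqp4 (log2FC 2.08, SE 0.53, adjusted p = 0.0523) and keratin Krt7 (log2FC 1.22, SE 0.41, adjusted p = 0.115) did not pass the edgeR test, and DESeq2 gave adjusted p of 0.00244 and 0.0428. Serpinb9, with 5 counts over the control libraries and 49 over the UB dko libraries, was below the minimum for testing.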

The upregulated stalk-enriched genes include *Aqp4*, *Cav1*, *Krt7*, *Shh*, and *Serpinb9* with previously reported involvement in kidney development [74–78]. Interestingly, such a dramatic change in the tip-stalk gene expression pattern suggests that MAPK/ERK activity functions to maintain the progenitor status of the progenitor cells within the UB tip niche.

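Markers of principal cells, a cell type of the mature collecting duct, rose in UB dko: 5 of 16 were higher and 0 lower (10 and 1 when adjusted over the list alone), at a median of 1.15. The medians of UB dko libraries 1 to 4 were 1.28, 1.05, 1.21 and 1.02. Atp1b1 (ENSMUSG00000026576), a sodium pump subunit, lies on chromosome 1 from 164437109 to 164458355. Atp1b1 rose from 495 ± 43.4 to 1419 ± 270.0 normalized counts (SD, n = 4 each; log2FC 1.52, SE 0.19, adjusted p = 0.00306). So did the transcription factor gene Tfcp2l1 (log2FC 1.14, SE 0.19, adjusted p = 0.0124). For the list camera gave adjusted p = 1.08e-08, and the call held with an estimated correlation (adjusted p = 0.0165). Of 4 intercalated cell markers, 2 rose and 0 fell (3 over the list alone). They were the ammonia transporter Rhcg (log2FC 2.81, SE 0.53, adjusted p = 0.0172) and Car12 (log2FC 1.20, SE 0.29, adjusted p = 0.0431). Of 20 ureteric epithelium markers 1 rose, Mal (log2FC 1.33, SE 0.19, adjusted p = 0.00581), and 1 fell, at a median of 0.21 that turns negative under scaling by library size. The principal cell markers that rose numbered 1, 1, 1 and 2 without control library 1, 2, 3 or 4 and 3 without dko library 4. The intercalated cell markers that rose numbered 0 without control library 1, 2 or 4 and 1 without control library 3 or dko library 3 or 4. The ureteric epithelium markers that rose numbered 2 without dko library 2, and those that fell 2 without dko library 1. With GC and length offsets 11 principal cell markers rose and 1 fell, and of the ureteric epithelium markers 9 rose and 3 fell. From lower tip genes and higher stalk genes, the paper proposes that MAPK/ERK activity maintains the progenitor state of tip cells. Its further evidence is staining for collecting duct markers in UB dko kidneys and an enrichment of transcription factor targets, which were not analysed here.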

**Table 2:** Downregulated tip-enriched genes with known functions in kidney development. 19 out of 39 genes with previously characterized tip-specific expression pattern play well-known functions in ureteric bud morphogenesis and are cited in references column

Gene	References
*Nrtn*	Davies et al. [57]
*Etv5*	Lu et al. [54]; Kuure et al. [55]
*Wnt11*	Majumdar et al. [58], O’Brien et al. [59]
*Etv4*	Lu et al. [54]; Kuure et al. [55]
*Cxcl14*	Schmidt-Ott et al. [28]
*Ccnd1*	Ihermann-Hella et al. [39]
*Adamts18*	Rutledge et al. [60]
*Ror2*	Nishita et al. [61]
*Ret*	Schuchardt et al. [62]; reviewed in Costantini [63]
*Spry4*	Zhang et al. [64]
*Hs3st3b1*	Rutledge and McMahon [65]
*Sox8*	Reginensi et al. [50]
*Mycn*	Stanton et al. [66]; reviewed in Hohenstein et al. [67]; Pan et al. [68]
*Gfra1*	Cacalano et al. [69]; Enomoto et al. [70]; reviewed in Costantini [63]
*Ctnnd2*	Rutledge et al. [30]
*Frem2*	Jadeja, et al. [71]; Kiyozumi, et al. [72]
*Rprm*	Magella et al. [73]
*Stmn1*	Li et al. [30]

**Fig. 5:**
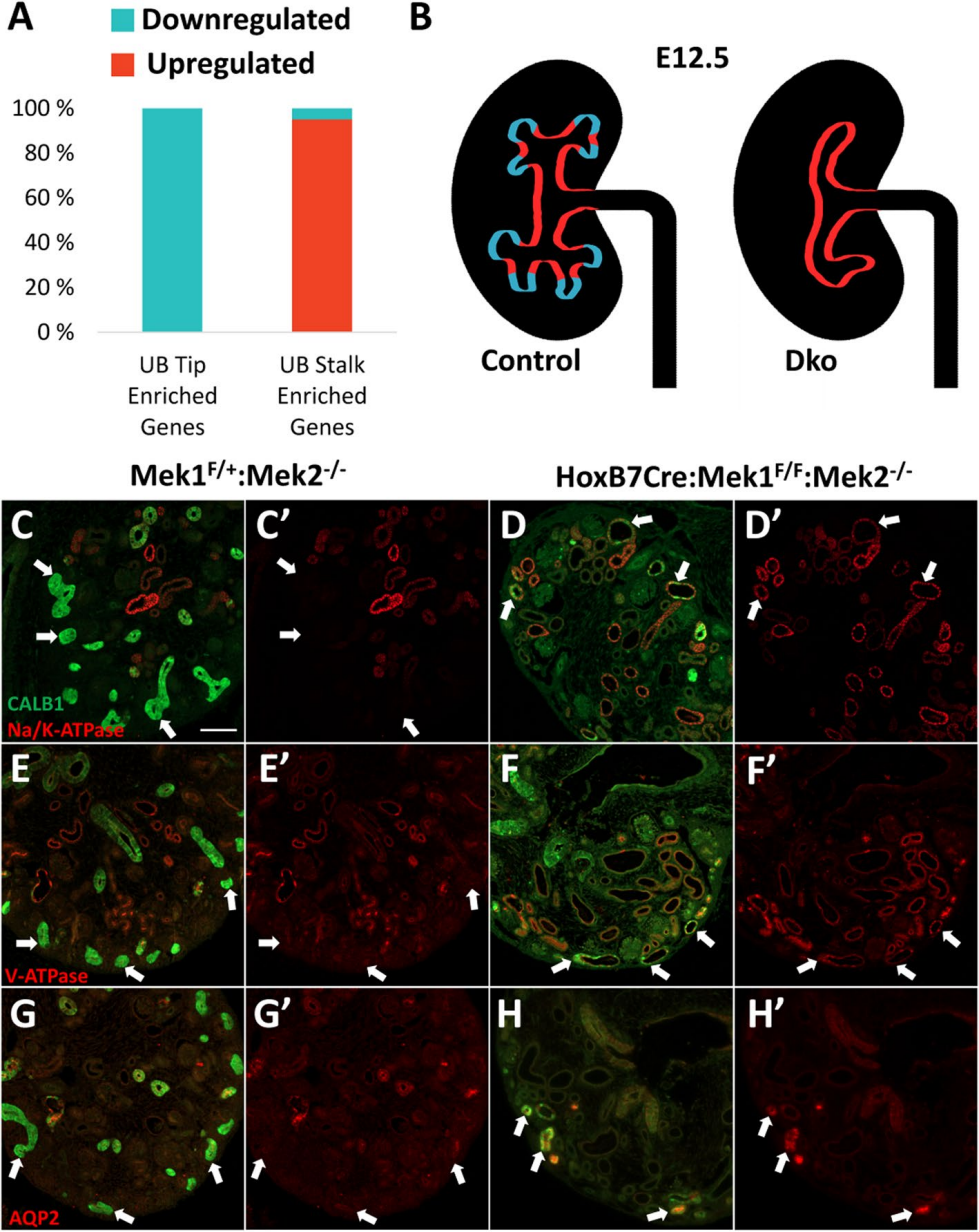
MAPK/ERK-deficient UB tips prematurely differentiate into UB stalk-like cells. **A** Comparison of differentially expressed genes in UB_dko_ to a published dataset of genes with enriched expression in either the UB tip or UB stalk (Rutledge et al.) revealed that of the previously identified UB tip-enriched genes that are differentially expressed in the UB_dko_, all (39/39 genes) are downregulated (blue). Of the UB stalk-enriched genes differentially expressed in the UB_dko_, 95% (78/82 genes) are upregulated (red). **B** Schematic representation of the gene expression changes between the UBs of wildtype (control) and *HoxB7Cre-GFP;Mek1*^*fl/fl*^*;Mek2*^−*/−*^ (dko) kidneys at E12.5. It is known that the control kidney has distinct gene expression signatures in the UB tips (blue) compared to the UB stalks (red). Additionally, the control kidney exhibits a stereotypic branching pattern. We have shown previously that in the absence of MAPK/ERK activation, the UB has a noticeable branching defect. Our analysis here revealed that MAPK/ERK-deficient UB epithelium loses the expression of tip specific genes and instead shows upregulation of stalk-enriched genes (*n* = 4 kidneys/genotype). **C–H’** Immunofluorescent staining of the E16.5 kidney paraffin sections. Calbindin-1 (CALB1) labels UB epithelium (green), and arrows indicate CALB1-positive cortical UB epithelium. **C**-**D’** Na/K-ATPase (red), a marker of principal cells in the mature collecting duct, is absent in the cortical UB tips of **C**, **C’** control kidneys but is detected in CALB1-positive cortical UB epithelium in **D**, **D’** UB_dko_. Similarly, V-ATPase-B1/2 (red), a marker of intercalated cells in the mature collecting duct, is absent in the cortical epithelium of **E**, **E’** control kidneys but localized to cortical epithelium of **F**, **F’** UB_dko_. **G**, **G’** Aquaporin-2 (AQP2), another marker of intercalated cells, is also absent from control but **H**, **H’** detected in UB_dko_ cortical epithelium. Scale bar, 100 μm

To further examine the underlying gene regulatory networks involved in UB tip identity, we next utilized the web-based StemChecker [79], which compares an input gene list to those published for known transcription factor target gene sets. Using the DEGs from the UB RNA-Seq, we compared the enrichment of up- and downregulated genes among transcription factor target genes (Additional file 1: Fig. S4). Among the downregulated genes, we observed a significant overrepresentation of genes targeted by pluripotency master regulators *Oct4* and *Sox2* as well as proliferation regulators *Myc*, *Max*, and *E2f4* [80–82]. In contrast, the results for upregulated genes revealed that they were the main targets of polycomb complex components *Ezh2*, *Suz12*, and *Ring1B* [83]. These findings provide additional evidence that MAPK-deficient UB tip cells lose their progenitor state and proliferative/self-renewal capacity while increased expression of genes targeted by polycomb complexes, which function to repress developmental regulatory genes in mouse embryonic stem cells [84], further supports this.

To examine the transcriptome-suggested change in cell type fate in vivo, we analyzed the maturation status of MAPK/ERK-deficient UB epithelium at the protein level in embryonic kidneys. UB tips host collecting duct progenitors that give rise to the mature collecting duct epithelium with two main differentiated cell types, namely intercalated and principal cells [85, 86]. Immunofluorescence staining was performed with markers detecting principal (aquaporin 2 (AQP2), Na/K-ATPase) and intercalated (V-ATPaseB1/2) cells of the collecting duct (Fig. 5). In control kidneys at E16.5, AQP2 localized solely to the medullar principal cells, and V-ATPase was found in the medullar intercalated cells while, as expected, the cortical UB tips lack all three tested differentiation markers (Fig. 5C, E, G). Notably, all three tested markers, AQP2, V-ATPase, and Na/K-ATPase, were more abundantly detected in the UB_dko_ kidneys where they additionally localized to the cortical-most regions of ureteric buds representing the tip population (Fig. 5D, F, H). These results support our transcriptional findings and show that UB cells lacking MAPK/ERK activity prematurely differentiate into mature collecting duct cell types. In conclusion, MAPK/ERK activity, through maintaining the UB tip identity, is essential for preventing premature differentiation of the UB epithelium.

### MAPK/ERK activity regulates genes for mitochondrial functions in nephron progenitors

Our GO analysis of the MM dataset revealed that several interesting cellular components related to the mitochondria are differentially expressed upon MAPK/ERK inactivation (Additional file 1: Fig. S2D, Additional file 1: Fig. S3C). 

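In MM dko, 53 of 79 nuclear genes for oxidative phosphorylation subunits fell and 4 rose (54 and 5 when adjusted over the list alone). Their median was -1.32, at -1.07, -1.11 and -1.36 in MM dko libraries 1 to 3. Uqcrc1 (ENSMUSG00000025651), a subunit of complex III, lies on chromosome 9 from 108936633 to 108949623. Uqcrc1 fell from 315 ± 14.1 to 51.6 ± 10.0 normalized counts (SD, n = 3 each; log2FC -2.63, SE 0.25, adjusted p = 3.24e-06). Cox7c, of complex IV, rose (log2FC 2.69, SE 0.22, adjusted p = 7.62e-07). Mitochondrial ribosomal protein genes fell too, 38 of 76 with 3 higher (median -0.84), as with Mrpl28 (log2FC -3.89, SE 0.43, adjusted p = 1.12e-05). So did TCA cycle genes, 11 of 22 with 2 higher (median -0.64), as with Sdhb (log2FC -1.99, SE 0.24, adjusted p = 1.90e-05). Respiratory complex assembly factors went both ways, 10 of 41 lower and 6 higher (9 and 6 over the list alone; median -0.12). So did mitochondrial genome maintenance genes, 4 of 17 lower and 4 higher, at a median of 0.24 that turns negative under scaling by library size. Among cytosolic ribosomal proteins 75 of 86 were lower and 2 higher (76 and 2 over the list alone). Their median was -2.21, and -2.16, -2.16 and -2.15 in the 3 MM dko libraries. Rpl36 (log2FC -6.0, SE 0.28, adjusted p = 1.17e-08) and Fau (log2FC -4.34, SE 0.21, adjusted p = 1.17e-08) were among the lowest. The camera adjusted p was 2.31e-07 for oxidative phosphorylation, 0.00123 for mitochondrial ribosomal proteins, 0.0328 for the TCA cycle and 1.07e-53 for cytosolic ribosomal proteins. With an estimated correlation these became adjusted p = 0.189, 0.220, 0.302 and 0.0921. The MM dko libraries carry the trend with GC content. Under offsets for it and for length 32 oxidative phosphorylation genes were lower and 5 higher (median -0.58), and 65 and 2 ribosomal protein genes (median -1.46). Mitochondrial ribosomal protein genes lower and higher were 26 and 1, and TCA cycle genes 10 and 1. For assembly factors the calls turned to 3 lower and 6 higher, while the median was -0.38. Genome maintenance genes were 1 and 2, at a median that turned to -0.12. The oxidative phosphorylation genes that rose numbered 2, 2, 1 and 7 without control library 1, control library 2, dko library 1 or dko library 2. Of the mitochondrial ribosomal protein genes those that rose numbered 0 without control library 1 and 1 without control library 2, of the TCA cycle 1 without control library 1, 2 or 3 or dko library 1 or 3, and of the assembly factors 2 without control library 1 and 3 without dko library 3.

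**Figure D3:**
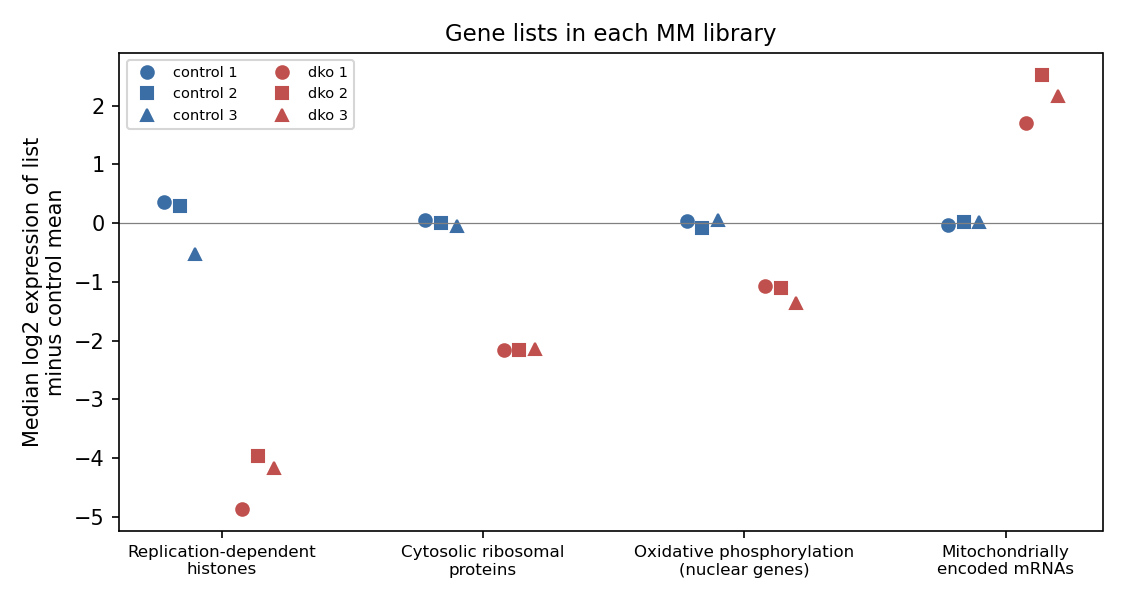
Median log2 expression of each list minus the mean of the control libraries, for the replication-dependent histones, cytosolic ribosomal proteins, nuclear oxidative phosphorylation subunits and mitochondrially encoded mRNAs. Each point is a library; the first 3 lists lie below the controls in all MM dko libraries and the mitochondrially encoded mRNAs above.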

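Of the nuclear and mitochondrial genes that the paper lists in Table S9 under respiratory chain functions, most were lower in MM dko. Mitochondrially encoded subunits such as mt-Nd2 (log2FC 2.45, SE 0.18, adjusted p = 3.21e-07) were among those that rose. Of 12 genes for electron transport from NADH to ubiquinone, 9 were lower and 3 higher, and of 33 tested oxidative phosphorylation genes 24 and 9. The list of ATP synthesis coupled electron transport had 18 of 26 lower and 8 higher, respiratory electron transport 22 of 31 and 9, respiratory chain complex assembly 29 of 31 and 2, and ATP metabolic process 52 of 62 and 10. These lists hold DEGs chosen on these samples, so their counts are not independent evidence. Coenzyme Q synthesis, with its electron carrier, had 5 of 13 genes lower and 3 higher (median -0.80), Coq4 (log2FC -2.56, SE 0.52, adjusted p = 0.00108) falling and Coq10b (log2FC 1.02, SE 0.30, adjusted p = 0.0110) rising. With offsets for GC content and length 2 were lower and 2 higher, and the negative median was lost (0.01). Those lower and higher were 3 and 2 without control library 1, without dko library 1 4 and 1, and without dko library 3 2 and 1.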

Further characterization of the MM dataset with mitochondria-related biological processes identified DEGs in MM_dko_ that involve processes of mitochondrial respiratory chain function (Fig. 6A). 

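RNAs transcribed from the mitochondrial genome rose in MM dko, unlike the nuclear subunits of the respiratory chain. Of 12 mitochondrially encoded mRNAs 9 rose and 0 fell (the same counts when adjusted over the list alone), with a median of 2.27 and library medians of 1.71, 2.53 and 2.16. Of 11 mitochondrial tRNAs 10 rose (median 2.81), mt-Tt (log2FC 2.88, SE 0.29, adjusted p = 6.06e-06) among them, and mt-Rnr1 rose (log2FC 3.12, SE 0.24, adjusted p = 5.72e-07). The camera adjusted p was 2.94e-08 for the mRNAs and 8.75e-06 for the tRNAs, and with an estimated correlation adjusted p = 0.189 and 0.136. Mitochondrial transcripts are of low GC content in libraries that raise such genes: with offsets for GC content and length 4 mRNAs were higher and 1 lower (median 0.42), and 1 and 1 tRNAs. Gm28439, a nuclear pseudogene copy of mitochondrial sequence, had a log2 fold change of 4.55 (SE 0.27, adjusted p = 7.48e-08), and reads can be shared with the mitochondrial genes.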

Because most of the transcripts related to mitochondrial functions appear downregulated in the MM_dko_ dataset (representing nephron progenitors), we wanted to distinguish between the possibilities of general mitochondria count versus mitochondrial functionality being affected by MAPK/ERK activity. The analysis of mitochondrial DNA (mtDNA) copy number in control and MAPK/ERK-deficient kidneys at E12.5 revealed that, indeed, mitochondria amount per cell, as determined by mtDNA copy number against nuclear DNA copy number, was statistically significantly reduced (Fig. 6B). This suggests that the MAPK/ERK pathway is required for the mitochondrial replenishment in actively dividing nephron progenitors.

**Fig. 6:**
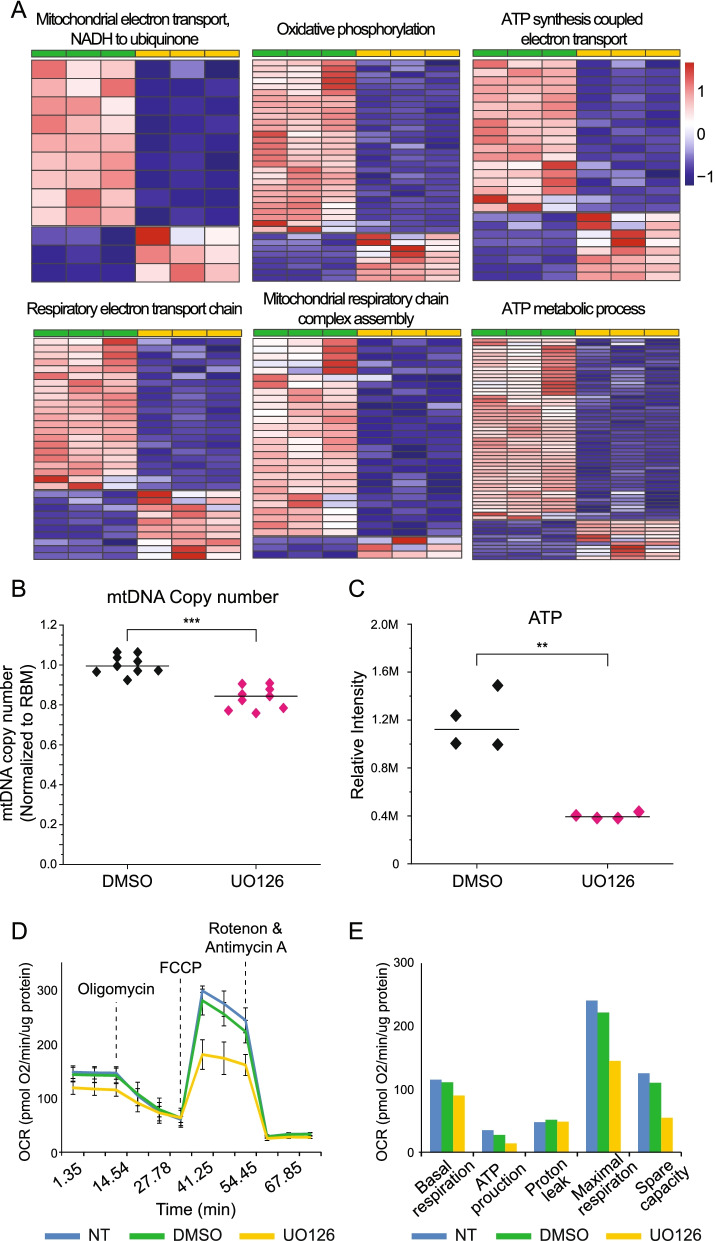
Gene expression changes in MAPK/ERK-deficient nephron progenitors suggest defects in mitochondrial functions. **A** Further heatmap analysis on the MM dataset revealed that mitochondria-related biological processes are affected in the absence of MAPK/ERK activation. The identified genes are listed in Additional file 9: Table S8. **B** Mitochondrial DNA copy number analysis was performed on control (DMSO, *n* = 9) and MEK1/2-inhibited (U0126, *n* = 9) E12.5 kidneys by real-time PCR. Mitochondrial DNA was measured by the analysis of its *12S* expression against nuclear DNA quantification by *Rbm* expression. **C** Quantification of ATP from mK4 cell line derived from embryonic kidney mesenchyme by LC/MS (*n* = 4 replicates for each DMSO and U0126). ATP concentrations are normalized against total protein concentration (Additional file 10: Table S9). **p < 5 × 10^−3^, ***p < 5 × 10^−6^. **D** Oxygen consumption rate (OCR) of mK4 cell line was measured by a Seahorse XF analyzer. For the OCR measuring, ATP synthase inhibitor (oligomycin), protonophore uncoupler (FCCP), and ETC inhibitors (rotenone and antimycin A) were added at the indicated points (*n* = 4 replicates for each DMSO and U0126). **E** Basal respiration, ATP production, proton leak, maximal respiration, and spare capacity measures are shown in different samples. Error bars represent standard deviation (S.D.). NT, non-treated mK4 cells; DMSO, DMSO-treated mK4 cells as a control; U0126, MEK inhibitor U0126-treated mK4 cells

Finally, we wanted to further examine the possibility that diminished mitochondria fail to fuel cells in the absence of MAPK/ERK activation, a hypothesis also supported by the finding that adenosine triphosphate (ATP)-related metabolic activity was one of the mitochondrial functions affected by MAPK/ERK deficiency (Fig. 6A). To test the functional capacity of the mitochondria upon MAPK/ERK inhibition, we measured the actual ATP amounts in embryonic kidney cells by using liquid chromatography–mass spectrometry (LC/MS). This analytic quantification revealed a significant decrease of ATP amount in MAPK/ERK-inhibited cells (Fig. 6C). In line with this, Seahorse analysis showed decreased ATP production and further indicated impaired basal respiration, maximal respiration, and spare capacity in MAPK/ERK-inhibited cells (Fig. 6D, E). Taken together, our RNA-Seq of MM_dko_ identified a decline in mitochondria-related biological processes, which are functionally supported by lower mtDNA copy number, oxygen consumption, and quantitative ATP level. Consequently, our observations suggest that MAPK/ERK deficiency in nephron progenitors leads to mitochondrial defects, which possibly contribute to the defects in progenitor self-renewing and provide grounds for more in-depth follow-up studies.

## Discussion

Although the importance of the MAPK/ERK signaling pathway in the early developing kidney has been demonstrated by us and others [10, 27, 38, 87], the tissue-specific impacts of MAPK/ERK signals on transcriptional regulation are not fully understood. Moreover, MAPK/ERK activation in tissues of developing kidneys is highly dynamic [40], suggesting differences in cellular responses. The MAPK/ERK activation pattern has been intimately linked with the type of transcriptional response in the signaling cell, where dynamic activation typically results in more efficient transcription of target genes, which however are subject to heavy post-translational regulation [88]. In order to elucidate deep insights into the transcriptional MAPK/ERK targets at the genetic level, we here performed RNA-Seq on cells isolated from tissue-specific MAPK-deficient kidneys (UB_dko_ and MM_dko_) which are composed of heterogenous progenitors. RNA-Seq was carried out at the earliest time point where we have previously verified the loss of MAPK/ERK activity but where the kidney size is not impacted [39, 40]. In this way, our aim was to identify the primary MAPK/ERK targets in the given tissue, though this strategy may miss transcripts affected by partial downregulation of the pathway activity and also capture secondary targets. Profiling at different developmental stages might provide more information, but due to complex genetics of conditional deletion of multiple genes requiring an excessive amount of breeding mice, it would be tedious, expensive, and contrary to 3R principles. Moreover, different ERK activation modes and strengths are now known to regulate distinct transcriptional outputs resulting in varied cell fate decisions [88–90]. The next strategy to take would be single-cell RNA-Seq profiling of ERK high and low activity cells in UB and MM [40, 91]. Comparison of targets identified with the help of Förster Resonance Energy Transfer (FRET)-biosensor visualization of activation strengths to the bulk RNA-Seq targets identified here will deliver more insight not only into progenitor heterogeneity but also to their MAPK/ERK dependence.

Gene expression profiles of whole wildtype kidneys at different developmental stages have been reported through microarray analysis [92], but the complete lack of spatial definition of gene expression is a major limitation. Since the introduction of RNA-Seq [93], it has provided notable insights into early-stage renal development [45, 94]. Here, we provide the first tissue-specific MAPK/ERK deficiency genetic profiles for UB and MM in the early developing kidney. The results suggest that MAPK/ERK targets are highly tissue-specific regardless of the pathway’s rather universal control of proliferation through histone availability, adhesion, and energy metabolism via regulation of metabolic enzyme expression (Fig. 7). Tissue-specific transcriptional responses identified here are not unexpected as not only different growth factors but also the nature of MAPK/ERK activation, whether dynamic or sustained, induces distinct target gene expression and cell-fate outcomes [88–90, 95, 96]. As MM and UB are regulated by somewhat overlapping but hierarchically different growth factor cues [97, 98] and we have earlier demonstrated both sustained and dynamic MAPK/ERK activation in developing kidney tissues [40], target gene tissue specificity is in line with their complex expressional control.

**Fig. 7:**
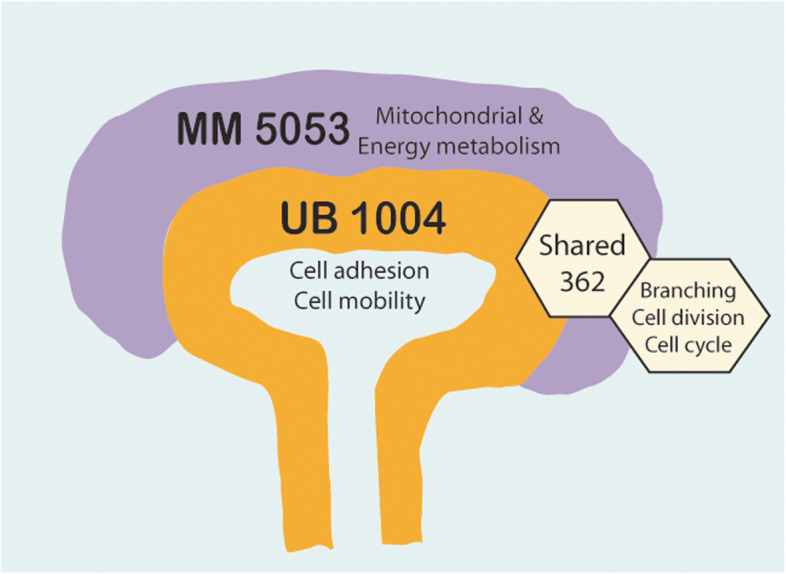
Schematic summary of MAPK/ERK functions in renal progenitor populations. With the help of RNA-Seq and tissue-specific Mek1/2 knockout, kidneys representing MAPK/ERK-deficient ureteric bud (UB) epithelium (orange) and nephron progenitor cells (purple), 1004 and 5053 differentially expressed genes were identified in MM and UB, respectively. Major changes in MM have a profound association with mitochondrial and energy metabolism. In the UB, the majority of changes correlate with cell adhesion and cell mobility functions which our further experimentation demonstrates to result in failure to maintain tip identity, resulting in the premature differentiation of the collecting duct epithelium (not shown here). Most of the changes in the 362 shared genes are related to branching, cell division, and cell cycle

One of the first RNA-seq results revealed rather broad transcriptional heterogeneity in a seemingly uniform nephron progenitor compartment [45], and this has since then been confirmed by others [26, 43, 44]. Brunskill and co-workers identified a few DEGs that are interesting and possibly relevant for our results. They observed some cells, mainly located in the periphery of the nephron progenitor niche, that simultaneously expressed nephron progenitor marker *Six2* and stromal marker *FoxD1* [19, 99] suggesting multilineage capacity for some early nephron progenitor cells [45]. *Six2* was not significantly differentially expressed in MAPK/ERK-deficient nephron progenitor cells. However, of the ten highest elevated gene expression in the uninduced MM compared to induced MM identified by Brunskill, six were downregulated in our MM dataset (*Ctsz*, *Osr1*, five *Coq9* family members (3, 6, 7, 8a, and 8b), *Arf2* family member *Arf5*, *Cpxm1*, and *Ccm2*). 

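Six2 (ENSMUSG00000024134), the transcription factor that keeps nephron progenitors undifferentiated, lies on chromosome 17 from 85684277 to 85688274. Six2 had a log2FC of -0.66 (SE 0.44, adjusted p = 0.243) in MM dko. It did not pass the test in any fit that left out 1 library. Its log2FC was 1.36 (adjusted p = 0.0430) under GC and length offsets. Of 26 nephron progenitor markers 8 rose and 7 fell (the same when adjusted over the list alone), with a median of -0.32. Eya4 (log2FC 1.30, SE 0.18, adjusted p = 6.75e-05) and the integrin gene Itga8 (log2FC 0.92, SE 0.16, adjusted p = 3.10e-04) rose. Spock2 (log2FC -0.94, SE 0.15, adjusted p = 2.28e-04) and Sall1 (log2FC -0.70, SE 0.14, adjusted p = 0.00119) fell. With the offsets 10 rose and 0 fell. Of 22 early nephron differentiation markers 9 fell and 2 rose (median -0.18), as with the inducer Wnt4 (log2FC -1.83, SE 0.24, adjusted p = 4.19e-05) and Hes1 (log2FC 0.49, SE 0.16, adjusted p = 0.0201). With the offsets the balance turned, and 3 fell and 5 rose. The progenitor markers that fell numbered 4 and 4 without control library 1 or 2. The early nephron markers that rose numbered 1 without control library 1 or 2 or dko library 1.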

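Ctsz (ENSMUSG00000016256), a lysosomal protease, lies on chromosome 2 from 174427493 to 174439039. Ctsz fell in MM dko from 40.6 ± 1.98 to 5.18 ± 4.76 normalized counts (SD, n = 3 each; log2FC -3.20, SE 0.68, adjusted p = 0.00147). The nephron progenitor transcription factor gene Osr1 fell (log2FC -1.07, SE 0.26, adjusted p = 0.00370). Arf5 fell (log2FC -2.14, SE 0.33, adjusted p = 1.26e-04), as did Cpxm1 (log2FC -2.24, SE 0.32, adjusted p = 8.16e-05) and Ccm2 (log2FC -1.42, SE 0.45, adjusted p = 0.0156). Ccm2 passed in 3 of 6 fits that left out 1 library (highest adjusted p = 0.0754, without control replicate 1). Of the coenzyme Q genes, Coq6, Coq7, Coq8a and Coq8b fell, by -1.37, -1.34, -2.44 and -2.78 on the log2 scale (adjusted p = 0.00868, 0.0186, 0.0241 and 0.00886). In the fits that left out 1 library, Coq6 passed in all 6, Coq7 in 4 of 6 (highest adjusted p = 0.120, without control replicate 1), Coq8b in 4 of 6 (0.0572, without control replicate 2) and Coq8a in 1 of the 4 that tested it (0.0892, without dko replicate 1). Coq3 rose (log2FC 1.98, SE 0.55, adjusted p = 0.00791). In all, 9 of 10 of these genes fell and 1 rose, at a median of -1.78 (camera adjusted p = 0.0451; adjusted p = 0.259 with an estimated correlation). The paper chose them on these samples, so this is not independent evidence. Without dko library 1, 7 fell and 0 rose. Under the GC and length offsets 1 fell and 1 rose, Arf5 having a log2 fold change of -0.03 and Osr1 0.55.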

Interestingly, MAPK/ERK-deficient MM also showed increased expression of *FoxD1* and some other Fox genes possibly suggesting lineage confusion in the absence of MAPK/ERK activation.

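Foxd1 (ENSMUSG00000078302), the marker of the renal stroma, lies on chromosome 13 from 98354242 to 98359305. Foxd1 rose in MM dko from 186 ± 20.7 to 529 ± 109 normalized counts (SD, n = 3 each; log2FC 1.5, SE 0.21, adjusted p = 5.36e-05). Its log2FC was 2.53 with GC and length offsets. Forkhead genes went both ways, 8 of 17 rising and 6 falling (8 and 7 when adjusted over the list alone). Foxn2 (log2FC 1.41, SE 0.17, adjusted p = 1.99e-05) and Foxj3 (log2FC 1.22, SE 0.16, adjusted p = 4.63e-05) were higher. Foxp4 (log2FC -2.59, SE 0.25, adjusted p = 3.20e-06) and the mitotic regulator Foxm1 (log2FC -1.51, SE 0.27, adjusted p = 4.30e-04) were lower. Of 22 stromal markers 6 rose and 3 fell, as with Snai2 (log2FC 1.23, SE 0.24, adjusted p = 6.68e-04) and Pdgfrb (log2FC -2.33, SE 0.65, adjusted p = 0.00853). The forkhead median of -0.01 changes sign with RLE scaling and the stromal median of 0.16 with scaling by library size. With the offsets 6 forkhead genes and 7 stromal markers were higher and 0 and 0 lower, and without dko library 3 the stromal markers that rose numbered 3.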

The interactions between ERK and chromatin have been characterized in several cell and tissue types, including both human and mouse embryonic stem cells, where ERK targets histone and other transcriptional control genes [100, 101] to regulate nucleosome assembly and chromatin availability. Similar global changes as we detected in nucleosome and chromatin assembly/organization were also revealed at least in embryonic lung and placenta development [6, 102]. Moreover, sustained MEK inhibition or its genetic loss in embryonic stem cells results in epigenetic and genomic changes, which severely deteriorate the developmental potential [103]. The interactions between MAPK/ERK and chromatin are revealed here for the embryonic kidney, where 2.5% of the DEGs in UB_dko_ (25) and 1.4% of the DEGs in MM_dko_ (69) represent histones, and the largest portion (13%) of the shared downregulated DEGs fall into the chromosome condensation and nucleosome assembly category as well. DNA replication in rapidly proliferating cells requires not only histone recycling but also efficient histone transcription, which is partially ensured by their clustered localization in the genome [104, 105]. This protects newly synthesized DNA by packaging, which is required for the maintenance of chromatin integrity in the development and differentiation [106]. The amount of histones is inherently linked to DNA content [107–109], and decreased histone transcription in the absence of MAPK/ERK activation likely relates to delays in G1/S phase cell cycle progression, which we previously reported for both mutant tissues [39, 40]. MAPK/ERK is also known to directly regulate the transcriptional machinery and chromatin structure [100, 110, 111] providing an additional mechanism for the identified differential histone expressions in UB and MM.

Recently, overall chromatin landscapes were reported for embryonic and early postnatal nephron progenitors [112], but the regulation of open and closed chromatin structures in the developing kidney remains largely unknown. 

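Uhrf1 (ENSMUSG00000001228), whose product brings DNMT1 to replicating DNA, lies on chromosome 17 from 56303321 to 56323486. Uhrf1 fell in UB dko (log2FC -1.11, SE 0.20, adjusted p = 0.0152). It passed in 5 of 8 fits that left out 1 library (highest adjusted p = 0.0723, without control replicate 3). In MM dko it fell (log2FC -1.08, SE 0.18, adjusted p = 2.73e-04) and had -0.12 with offsets for GC content and length. Of 27 DNA methylation and chromatin regulators, 4 fell in the UB and 0 rose, 1 without control library 1, 0 without control library 2, 3 or 4 and 1 without dko library 4. In the MM 11 of 27 fell and 9 rose. The methyltransferase gene Ehmt2 fell (log2FC -2.87, SE 0.21, adjusted p = 3.59e-07) and the Polycomb gene Suz12 rose (log2FC 1.07, SE 0.16, adjusted p = 1.12e-04). With the offsets 3 fell and 5 rose. Kdm2b, a histone demethylase gene chosen after its values were seen, was lower in both tissues, as Dnmt1 was.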

We found here that the DNA methylator *Dnmt1*, which is responsible for most of the DNA methylation in mouse cells, together with *Uhrf1*, which mediates DNMT1 recruitment to DNA, are significantly downregulated in both MAPK/ERK-deficient UB and MM. UHRF1 recruits DNMT1 to DNA during the S-phase of the cell cycle to ensure the maintenance of DNA methylation marks in replicating cells [113]. Downregulation of both *Uhrf1* and *Dnmt1* suggests defects in the maintenance of methylation status and thus cell identity in the kidney progenitor cells lacking MAPK/ERK activity, as previously reported for nephron progenitors lacking *Dnmt1* [114]. Such a mechanism behind the failure to maintain renal progenitors in the MAPK/ERK-deficient kidneys is further supported by a significant reduction of *Dot1l*, a histone 3 lysine 79 methyltransferase, specifically in nephron progenitors, where *Dot1l* function was recently shown indispensable for their maintenance and differentiation [115].

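Dot1l had a log2 fold change of -0.22 (SE 0.36, adjusted p = 0.771) in UB dko, which did not pass the test. The difference between its MM and UB effects was -1.06 on the log2 scale (SE 0.49, adjusted p = 0.175). The deacetylase genes Hdac6 (log2FC -1.76, SE 0.28, adjusted p = 1.62e-04) and Hdac11 (log2FC -3.56, SE 0.76, adjusted p = 0.00144) fell in MM dko, where neither passed in the UB.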

Our RNA-Seq results in UB_dko_ showed that in the absence of MAPK/ERK, the UB tip progenitors have decreased expression of several genes which are previously shown to be tip-specific and simultaneously upregulate many of the known stalk-specific genes [30]. Furthermore, GO biological process analysis revealed 62 genes involved in the negative regulation of cell differentiation and 25 genes involved in stem cell differentiation. Most of these genes are well characterized as regulators of progenitor state and self-renewal, notably in cell types of the developing kidney are *Sema3a* [116], *Shh* [76, 117], and *Dnmt1* [114]. Together, these suggest that MAPK/ERK activity in the UB tips is required for the maintenance of tip cells and possibly for collecting duct progenitor characteristics, as in the absence of MAPK/ERK activation, they become transcriptionally more like UB stalk cells. Indeed, our protein level analysis verified the RNA-Seq-identified transcriptional changes in the UB-specific model of MAPK/ERK deficiency and revealed premature and ectopic differentiation of principal and intercalated collecting duct cells in the UB tips. Such a requirement for MAPK/ERK activation in tip cell identity is further supported by the finding that the MAPK/ERK pathway mediates GDNF’s regulatory effect on collecting duct progenitors [36]. 

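Sema3a (ENSMUSG00000028883), a secreted semaphorin gene, lies on chromosome 5 from 13125414 to 13602565. Sema3a rose in UB dko (log2FC 1.11, SE 0.27, adjusted p = 0.0450). It passed in 2 of 8 fits that left out 1 library (highest adjusted p = 0.158, without control replicate 2). In MM dko it rose (log2FC 1.78, SE 0.38, adjusted p = 0.00148), and with offsets for GC content and length its MM log2 fold change was 0.68 (adjusted p = 0.211).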

The loss of tip/progenitor identity also explains our previous observations that in the absence of MAPK/ERK activation, the UB tip cells fail to expand and generate new branches [39].

Transcriptional profiling of nephron progenitors identified a remarkable amount of DEGs related to proliferation and mitochondrial metabolism. Defects in mitochondrial function may cause apoptosis, and we observed decreased dko cell yields (38% in UB and 63% in MM) in FACS used for RNA-Seq. However, our earlier studies have demonstrated that cell death is not primarily affected in either of the genetic model kidneys [39, 40] supporting the deficits in energy metabolism. It has been reported that energy source influences the renewal-differentiation balance in nephron progenitors, which prematurely differentiate if glycolysis is prevented [118]. Our analysis showed that the overall mitochondria amount per cell in MAPK/ERK-deficient cells is reduced, which may perturb normal energy source balance in highly proliferative nephron progenitors due to diminished use of pyruvate for oxidative phosphorylation. Previously, p53, one of the well-known MAPK/ERK targets [90] also downregulated in our MM_dko_ dataset, was shown to regulate energy metabolism in nephron progenitors [119]. 

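Trp53 (ENSMUSG00000059552), the gene of p53, lies on chromosome 11 from 69580359 to 69591873. Trp53 fell in MM dko from 448 ± 39.0 to 169 ± 127 normalized counts (SD, n = 3 each; log2FC -1.50, SE 0.42, adjusted p = 0.0144). It did not pass without dko library 3 (adjusted p = 0.0767), and had a log2FC of -0.65 (adjusted p = 0.202) with offsets for GC content and length. Of 25 p53 targets and apoptosis genes 8 rose and 3 fell in the MM. Rrm2b rose (log2FC 1.55, SE 0.30, adjusted p = 7.95e-04) and Phlda3 fell (log2FC -3.52, SE 0.49, adjusted p = 6.10e-05). The median was 0.04, which turns negative under scaling by library size, and with the offsets 4 rose and 0 fell. In the UB 4 of 28 rose and 2 fell (5 and 4 when adjusted over the list alone; median 0.32, also negative under that scaling), with the cell-cycle inhibitor Cdkn1a (log2FC 1.46, SE 0.29, adjusted p = 0.0197) higher. The UB genes that rose numbered 1 without control library 1, 2, 3 or 4 and 2 without dko library 4, and those that fell 0 without control library 2, 3 or 4 and 1 without control library 1 or dko library 2 or 4. In the MM those that rose numbered 5 without control library 1, and those that fell 6 without control library 3 and 8 without dko library 2.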

Interestingly, the nephron progenitors lacking p53 are rapidly diminished, disorganized, and show defects in cellular adhesion, thus closely resembling the phenotype we have described for MAPK/ERK-deficient nephron progenitors [40]. Taken together, the MAPK/ERK pathway likely contributes to the regulation of nephron progenitor self-renewal and maintenance through its effects on ATP availability and energy metabolism, which will be further characterized in future studies.

## Conclusions

With the help of the transcriptional MAPK/ERK target identification, we reveal here new mechanisms through which extracellularly induced guidance cues are mediated to two tissues of developing kidney, namely the branching ureteric bud epithelium and nephron progenitors. Our results show that MAPK/ERK activity in the tips of the UB protects epithelial cells from premature differentiation and thus allows continuous kidney growth through repeated tip bifurcation needed for new branching events [39]. Our RNA-Seq data suggests that the maintenance of collecting duct progenitor cell identity in the tips of the UB epithelium depends on the active MAPK/ERK cascade. We verified this at the protein level and show that in the absence of MAPK/ERK activity, the epithelial cells prematurely differentiate into collecting duct cell types, thus losing the capacity to branch and grow. This suggests that MAPK/ERK activity operates as a rather late gatekeeper of undifferentiated versus differentiated fate.

Our experimental data in the nephron progenitors demonstrate that MAPK/ERK activation maintains normal mitochondrial turnover and thus their metabolism that is required in these highly proliferative embryonic progenitors [120]. Based on the identified differences in the target gene signatures between ureteric bud and nephron progenitors, we suggest earlier function for MAPK/ERK activity in nephron progenitor cell fate decision hierarchy. This is supported by many other tissue-specific stem cells showing energy dependence similar to nephron progenitors, which together with the known functions of MAPK/ERK in the regulation of cell cycle progression, suggests mitochondrial energy regulation as a general mechanism through which MAPK/ERK pathway controls cellular turnover [89, 121, 122].

## Methods

### Mouse lines, kidney dissection, and tissue-specific cell isolation

*Six2*-TGC, *HoxB7*Cre-GFP, *Mek1*-floxed, and *Mek2*-null mice and their genotyping have been described previously [9, 18, 123, 124]. Mice are kept in mixed genetic backgrounds containing C57BL6/Rcc and 129/SvEv strains. Animal husbandry and procedures were approved by the EU legislation and the Finnish Animal Care and Use Committee. For sequencing, metanephric kidneys were dissected from E12.5 *HoxB7*Cre-GFP and E13.5 *Six2*-TGC embryos. Genotypes were analyzed by PCR. Experimental samples were tissue-specifically null for all four Mek1/2 alleles (referred to as dko, double knockout), HoxB7Cre-GFP;Mek1^fl/fl^;Mek2^−/−^ (UB_dko_) and Six2-TGC;Mek1^fl/fl^;Mek2^−/−^ (MM_dko_). Control samples for the MM were Six2-TGC;Mek1^fl/+^;Mek2^+/+^ and Six2-TGC;Mek1^fl/+^;Mek2^+/−^, and controls for the UB were HoxB7Cre-GFP;Mek1^fl/+^;Mek2^+/−^, HoxB7Cre-GFP;Mek1^+/+^;Mek2^+/−^, and HoxB7Cre-GFP;Mek1^fl/+^;Mek2^+/+^. Both kidneys from each embryo were combined, dissociated using 0.25% trypsin-EDTA with gentle pipette aspiration, and FAC-sorted based on endogenous GFP expression using a Sony SH800Z Cell Sorter.

### RNA isolation for sequencing and data analysis

RNA for sequencing was isolated from FAC-sorted cells by a standard protocol for chloroform/isopropanol extraction. Isolated RNA was treated with DNase I, following the manufacturer’s instructions (Thermo Fisher Scientific—04/2016, rev. B.00) with phenol/chloroform extraction. Total RNA quality and quantity were estimated by using the Bioanalyzer RNA Total Pico (Agilent Technologies, Inc.) and Nanodrop analysis. Examples of quality assurance are shown in Additional file 1: Fig. S5.

Library preparation was done using NuGen Ovation Solo. The NuGen kit with single-end reads is such that the library is first generated, after which ribosomal RNA is removed before amplification and sequencing with random primers. Sequencing with NextSeq was performed at BIDGEN DNA Sequencing and Genomics Laboratory (University of Helsinki). bcl2fastq2 Conversion Software was used to convert BCL files to FASTQ file format and demultiplex samples. Sequenced reads were trimmed for adaptor sequence and masked for low-complexity or low-quality sequence using Trimmomatic. Trimmed reads were mapped to GENCODE Mus musculus Release M23 reference genome GRCm38 using STAR aligner (2.6.0c). Counts per gene were calculated using featureCounts included as a part of the subread package [125] using the GENCODE Mus musculus Release M23 annotation file.

After receiving the matrix of raw gene counts, the data was normalized using DESeq2 R-package (v.3.6.2) [41], and the sample clustering was visually inspected by drawing PCA plots to detect possible sample outliers. The DESeq2 package uses a negative binomial generalized linear model to detect differentially expressed genes from the data. As part of the analysis, DESeq2 also performs independent filtering where the mean of normalized counts is used as a filter statistic. This step removes genes with insufficient expression levels and in addition samples with extreme count outliers are detected by Cook’s distance. Finally, multiple testing adjustment of *p*-values is done with the Benjamini-Hochberg procedure. From the *Six2*-TGC mice, three control and three dko samples were compared. From the *HoxB7*Cre-GFP mice, four control and four dko samples were compared. All control samples contained Cre and at least two *Mek* alleles. The results were filtered to include genes with a fold change greater than 2 (│log2FC│ ≥ 1) and false discovery rate *P*_adj_ < 0.05.

### Tissue cultures and RNA isolation for qPCR

E12.5 kidneys and lungs were cultured on filters in a Trowell-type system for 24 h in the presence of 15 μM U0126 chemical inhibitor or the same volume of DMSO vehicle control, as described previously [39]. For tissue-specific qPCR validation, UBs and MMs were manually isolated after enzymatic collagenase treatment by microdissection from E12.5 kidneys [126]. Previously reported culture mediums supplemented with 15 μM U0126 or equal amount of DMSO were used for 3-h culture of both tissues: 50 ng/ml HGF, 5 ng/ml GDNF, 25 ng/ml FGF2 for UBs [126], and 50ng/ml FGF for MM [127]. Tissues were dissociated in TRIzol Reagent (Invitrogen) assisted by aspiration through a 25-gauge needle. RNA was isolated for whole embryonic kidneys and lungs following the same procedure as above (extraction from FAC-sorted cells). Complementary DNA was generated from total RNA (1–5 μg per reaction) with the SuperScript IV first-strand synthesis system, following the manufacturer’s instructions (Invitrogen—07/2017, rev. A.0).

The livers from three adult C57BL6 mice were sliced to 5 mm diameter and 150 μm thickness. Three precision-cut slices per condition were cultured for 24 h with 15 μM U0126 or equal volume DMSO. All three precision-cut slices per condition were combined in TRIzol, and RNA isolation and reverse transcription were performed in the same manner as above.

### Quantitative-PCR

Gene-specific primers for qPCR were designed using NCBI Primer-BLAST. Primer sequences can be found in Additional file 11: Table S10. For qPCR, we used SensiFAST SYBR No-ROX kit (Bioline) with Bio-Rad CFX384 thermal cycler. The Bio-Rad CFX Manager software was used for gene expression analysis. Relative mRNA expression levels were calculated using the comparative Ct method, and individual expression values were normalized to the expression of eukaryotic translation initiation factor 3 subunit A (*Eif3a*) and STT3, subunit of the oligosaccharyltransferase complex, homolog B (S. cerevisiae) (*Stt3b*) for kidney and lung samples and to beta-actin (*Actb*) for liver samples. The results were combined from two biological replicates (kidneys, lungs, and livers originating from two separate litters or individuals), at least two technical replicates per biological replicate, and five replicates for each gene/condition combination within each run.

### Functional gene enrichment analysis

For the functional gene enrichment analysis, we applied the ToppFun application from ToppGene Suite (https://toppgene.cchmc.org), which provides functional enrichment analysis of candidate genes in many biological categories [128, 129]. ToppFun provides a set of advanced feature annotation tools for associating functional terms with gene lists through clustering algorithms. GO enrichment was performed to analyze the DEGs identified at the functional level, with a false discovery rate set to *p* < 0.05.

### Immunofluorescent staining and imaging

Kidneys were collected at the embryonic stages indicated in the text. Samples were fixed overnight in 4% paraformaldehyde (PFA), embedded in paraffin using an automated tissue processor, cut into 5-μm-thick sections, and allowed to dry overnight. Immunofluorescent staining of paraffin sections was performed following standard protocol with xylene-alcohol deparaffination series followed by heat-induced antigen retrieval in 20 mM Tris-HCl, 1 mM EDTA buffer at pH 8.5. After cooling to room temperature, tissue sections were blocked 1 h in 50 mM Tris-HCl, 100 mM NaCl, 0.1% Tween-20, at pH 7.5 (TNT) supplemented with 10% FBS, followed by incubation with primary antibodies at 4 °C overnight, TNT washing, and 1 h incubation with secondary antibodies. Primary antibodies were used as follows: AQP2 (1:300, Sigma), CALB1 (1:800, Santa Cruz), Na/K-ATPase (1:300, Hybridoma Bank), and V-ATPaseB1/2 (1:100, Santa Cruz). Detection was performed with Alexa Fluor-conjugated secondary antibodies (1:400; Jackson Immuno Research Laboratories). Additionally, fluorescent dye Hoechst (Invitrogen) was used at 1:1000 dilution. Epifluorescence imaging was performed with Zeiss Axio Imager.M2 outfitted with Hamamatsu Orca Flash 4.0 LT B&W camera and Zeiss Zen 2 software.

### Metabolite extraction from cultured cells

The mK4 cell line originally derived from embryonic kidney mesenchyme was cultured as previously described [130]. U0126 (15 μM) was used to mimic genetic MEK ablation in the cell line [39], and after 24-h treatment, cells were harvested with 0.25% Trypsin-EDTA, and cell pellets were applied to metabolite extraction for ATP quantification by double phase methanol-chloroform extraction [131]. In brief, cell pellets were re-suspended with 600 μl of methanol and chloroform (2:1 v/v ratio), and two cycles of the following steps were repeated: quick frozen with liquid nitrogen for 60s, thawing at room temperature for 2 min. After two cycles, 200 μl of chloroform and 200 μl of distilled water were added, and samples were centrifuged at 15,000*g* for 20 min at 4 °C. The upper water-soluble phase was collected and dried with a centrifugal vacuum evaporator. The protein aggregates in the middle phase were collected and re-solubilized with 6 M urea buffer for total protein concentration measurement. After speed vacuum, the dried pellets were stored at − 80 °C until analysis.

### ATP measurement by liquid chromatography-mass spectrometry (LC-MS)

Frozen cell metabolite extracts were dissolved in 200 μl solvent (water:acetonitrile = 1:1 v/v ratio) and centrifuged at 15,000*g* for 10 min at 4 °C before injection to LC-MS. Chromatographic separation was performed on a ZIC-HILIC column (3.5 μm, 200 Å, 100 × 2.1 mm; Merck Millipore) using an Acquity UPLC system (Waters, MA, USA). The column temperature was 35 °C with a flow rate of 0.4 mL/min and the auto-sampler cooler temperature was set at 4 °C with an injection volume of 2 μl. Analytes were eluted with a mobile phase composed of 10 mM ammonium acetate in water with pH 6.8 (A) and 10 mM ammonium acetate in water:acetonitrile solution (1:3) with pH 6.8 (B). Gradient conditions were as follows: 0–1 min kept B as 100%, 1–7 min declined B from 100 to 20%, 7–11 min kept B as 20%, 11.1 min set B as 100%, and kept the composition until 23 min. Mass spectrometry experiments were performed on a Q Exactive Focus Orbitrap Mass Spectrometer (Thermo Fisher Scientific) equipped with HESI sources. Data were acquired in negative mode. The measurement conditions were as follows: HESI source spray voltage of 2.5 kV, Aux gas heater temperature of 350 °C, sheath gas flow of 50, aux gas flow of 15, sweep gas flow of 2, capillary temperature of 320 °C, and S-lens RF level of 50. Scan range for the full MS experiment was 65–975 m/z with resolution as 70,000. For the PRM experiment targeting ATP measurement, the resolution was set as 35,000 and the collision energy was 20 eV. Full MS and PRM were executed simultaneously to acquire data.

### Data processing and relative quantification of ATP

The target metabolite ATP was double confirmed using the MS2 spectrum pattern compared with Metlin, an online MS database, and high-resolution m/z from the full MS experiment. Peak intensity lists of the ATP were acquired using the Xcalibur Quan Browser software (Thermo Fisher Scientific). All data were normalized by total protein concentration before comparing in groups.

### Mitochondrial DNA copy number measurement

E12.5 mouse kidneys supplemented with DMSO or 15 μM U0126 (48 h) were cultured as described above and followed by DNA isolation. The kidneys (< 5 mg) were suspended in 600 μl TRIzol Reagent (Invitrogen) and vortexed for 30 s for complete homogenization. One sample volume (600 μl) of 70% ethanol was added to enhance nucleic acid precipitation. The mixture was loaded onto the RNeasy MinElute spin column and centrifuged at 8000×*g* for 15 s. The flow-through containing DNA, proteins, and other contaminants was loaded onto a NucleoSpin® Tissue Column (MACHEREY-NAGEL). The DNA binding, washing, and drying steps were performed according to the manufacturer’s protocol (MACHEREY-NAGEL—01/2017, Rev. 17) followed by elution in 50 μl buffer BE (5 mM Tris/HCl, pH 8.5).

The set of primers (Table S10) used for mitochondrial encoded 12S ribosomal RNA (12S rRNA) and nuclear-encoded ribosomal binding protein 15 (RBM15) were used for mitochondrial DNA (mtDNA) copy number analysis. The mtDNA copy number was calculated by normalizing 12S rRNA amount against RBM15 amount.

### Seahorse analysis of mitochondrial metabolism

The cellular oxygen consumption rates (OCR) of mK4 cell line were observed using a Seahorse XF96e analyzer (Seahorse Bioscience; Agilent Technologies). The XF96e sensor cartridge activation with 200 μl of XF96 calibrant solution buffer was performed during the overnight on non-CO_2_ incubator at 37 °C. Two days before the OCR measurement, 70,000 mK4 cells/well were seeded onto the XF96 cell culture microplate and cultured in the regular culture medium (DMEM) on CO _2_ incubator at 37 °C. One day after, 15 μM of U0126 and DMSO were added, and cells were incubated for 24 h on CO _2_ incubator at 37 °C. One hour prior to the OCR measurement, the medium was changed to serum-free and bicarbonate-free DMEM medium supplemented with 10 mM Glucose, 5 mM pyruvate, and 5 mM glutamine, pH 7.4, and incubated for 1 h in a non-CO_2_ incubator at 37 °C. The Seahorse analyzer sequentially injected 1 μM of oligomycin (ATP synthase inhibitor), 1μM of FCCP (protonophore uncoupler), and 1 μM of Rotenone and Antimycin A (ETC inhibitors) and measured OCR before and after injection at indicated time points. The observed OCR was normalized against total protein amount (micrograms). To determine the mitochondrial function, basal respiration, ATP production, proton leak, maximal respiration, and spare respiration capacity were calculated according to the manufacturer’s instructions. In detail, non-mitochondrial respiration rate; minimum rate measurement after rotenone/antimycin A injection, basal respiration; (last rate measurement before first injection) − (non-mitochondrial respiration rate), maximal respiration; (maximum rate measurement after FCCP injection) − (non-mitochondrial respiration), proton leak; (minimum rate measurement after oligomycin injection) − (non-mitochondrial respiration), ATP production; (last rate measurement before oligomycin injection) − (minimum rate measurement after oligomycin injection), spare respiration capacity; (maximal respiration) − (basal respiration).

## Supplementary Information

**Additional file 1: Fig. S1.** Principal component analysis (PCA) for RNA-Seq data. **Fig. S2.** Functional gene enrichment analysis of UB and MM datasets. **Fig. S3.** Quantitative PCR analysis of MAPK/ERK targets in embryonic kidney, MM and UB tissues. **Fig. S4.** Transcription factor target-enrichment in MAPK/ERK-deficient UB. **Fig. S5.** Examples of RNA quality assurance studies performed prior proceeding to sequencing of actual samples.

**Additional file 2: Table S1.** The differentially expressed genes in UBdko dataset.

**Additional file 3: Table S2.** The differentially expressed genes in MMdko dataset.

**Additional file 4: Table S3.** Gene ontology analysis of UBdko and MMdko datasets.

**Additional file 5: Table S4.** Genes differentially expressed in both UB and MM datasets.

**Additional file 6: Table S5.** Gene ontology analysis of shared differentially expressed genes.

**Additional file 7: Table S6.** Identified histone-related genes differentially expressed in UB and MM datasets.

**Additional file 8: Table S7.** Analysis of MAPK/ERK target genes in extra-renal tissues. The gene expression changes identified in embryonic kidney were also quantified by qPCR in E12.5 mouse lungs and adult liver slices cultured for 24h in the presence of MEK inhibitor U0126. The analyzed genes are listed in “Gene” column followed by Yes/No to indicate whether the expression pattern observed in MAPK/ERK-deficient embryonic kidney was recapitulated in the extra-renal tissue. “Regulation” column shows whether the given gene expression was up- or down-regulated by MEK inhibition and indicates the potential statistical significance (*=*p*<0.05; **=*p*<0.01; ***=*p*<0.001).

**Additional file 9: Table S9**. Gene list for heatmaps in Fig. 6.

**Additional file 10: Table S9.** Raw data values for measurements of ATP, protein amount and calculations of normalized ATP intensities.

**Additional file 11: Table S10.** qRT-PCR primer sequences.

## Data Availability

The data supporting the findings of this study are available within the article and its supplementary materials that includes original data of ATP measurements. Specifically, RNA sequencing (RNA-seq) dataset that supports the findings of this study is available in the Gene Expression Omnibus repository, accession number GSE174229 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE174229) [132].

## Abbreviations

ATP: Adenosine triphosphate
BCL: Binary base call
DEG: Differentially expressed gene
DMSO: Dimethyl sulfoxide
dko: Double-knockout
FACS: Fluorescence-activated cell sorting
FBS: Fetal bovine serum
FGF: Fibroblast growth factor
FRET: Förster (or fluorescence) resonance energy transfer
GFP: Green fluorescent protein
GDNF: Glial cell line-derived neurotrophic factor
GO: Gene Ontology
LC/MS: Liquid chromatography–mass spectrometry
MAPK/ERK: Mitogen-activated protein kinase/extracellular signal-regulated kinase
MM: Metanephric mesenchyme
MM_dko_: MAPK-deficient metanephric mesenchyme
mtDNA: Mitochondrial DNA
qPCR: Quantitative PCR
*P*_adj_: *P*-value adjusted
PCA: Principal component analysis
PCR: Polymerase chain reaction
PFA: Paraformaldehyde
RNA-seq: RNA sequencing
RTK: Receptor tyrosine kinase
UB: Ureteric bud
UB_dko_: MAPK-deficient ureteric bud
U0126: Chemical MEK inhibitor
3R: Refine, reduce, replace

# Supplementary material for: Comparative whole-genome transcriptome analysis in renal cell populations reveals high tissue specificity of MAPK/ERK targets in embryonic kidney
**Source:** BMC Biol. 2022 May 13;20:112. doi: 10.1186/s12915-022-01309-z
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Principal component analysis (PCA) for RNA-Seq data. Fig. S2. Functional gene enrichment analysis of UB and MM datasets. Fig. S3. Quantitative PCR analysis of MAPK/ERK targets in embryonic kidney, MM and UB tissues. Fig. S4. Transcription factor target-enrichment in MAPK/ERK-deficient UB. Fig. S5. Examples of RNA quality assurance studies performed prior proceeding to sequencing of actual samples.

**Additional file 1: Fig. S1-4**

**Figure S1.** Principal component analysis (PCA) for RNA-Seq data

**
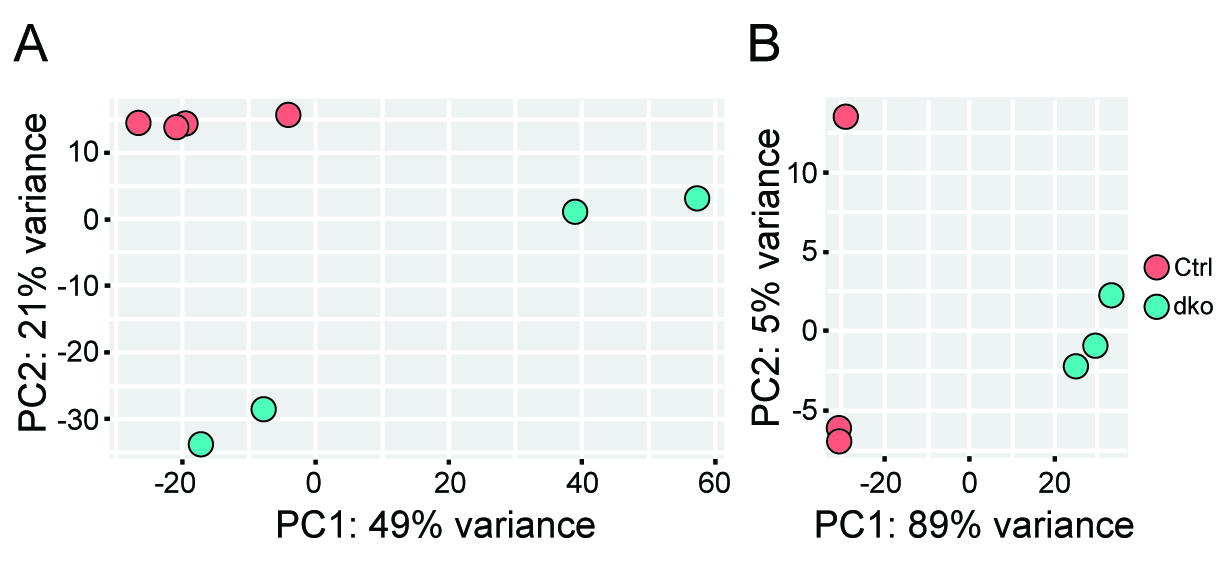
**

**(A)** PCA performed based on normalized gene counts shows that 70% of variations in the UB data (n= 4 kidneys/genotype) are explained by the first two PCs (PC1; 49% and PC2; 21%). **(B)** Similar PCA result demonstrates that 94% of variations in the MM data (n= 3 kidneys/genotype) are explained by the first two PCs (PC1; 89% and PC2; 5%). Each dot indicates an individual sample, and the same color indicates biological replicates: control (Ctrl) and dko are presented in orange and blue, respectively. Principal component 1 (PC1) and principal component 2 (PC2) were identified by Bioconductor DESeq2.

**Figure S2.** Functional gene enrichment analysis of UB and MM datasets

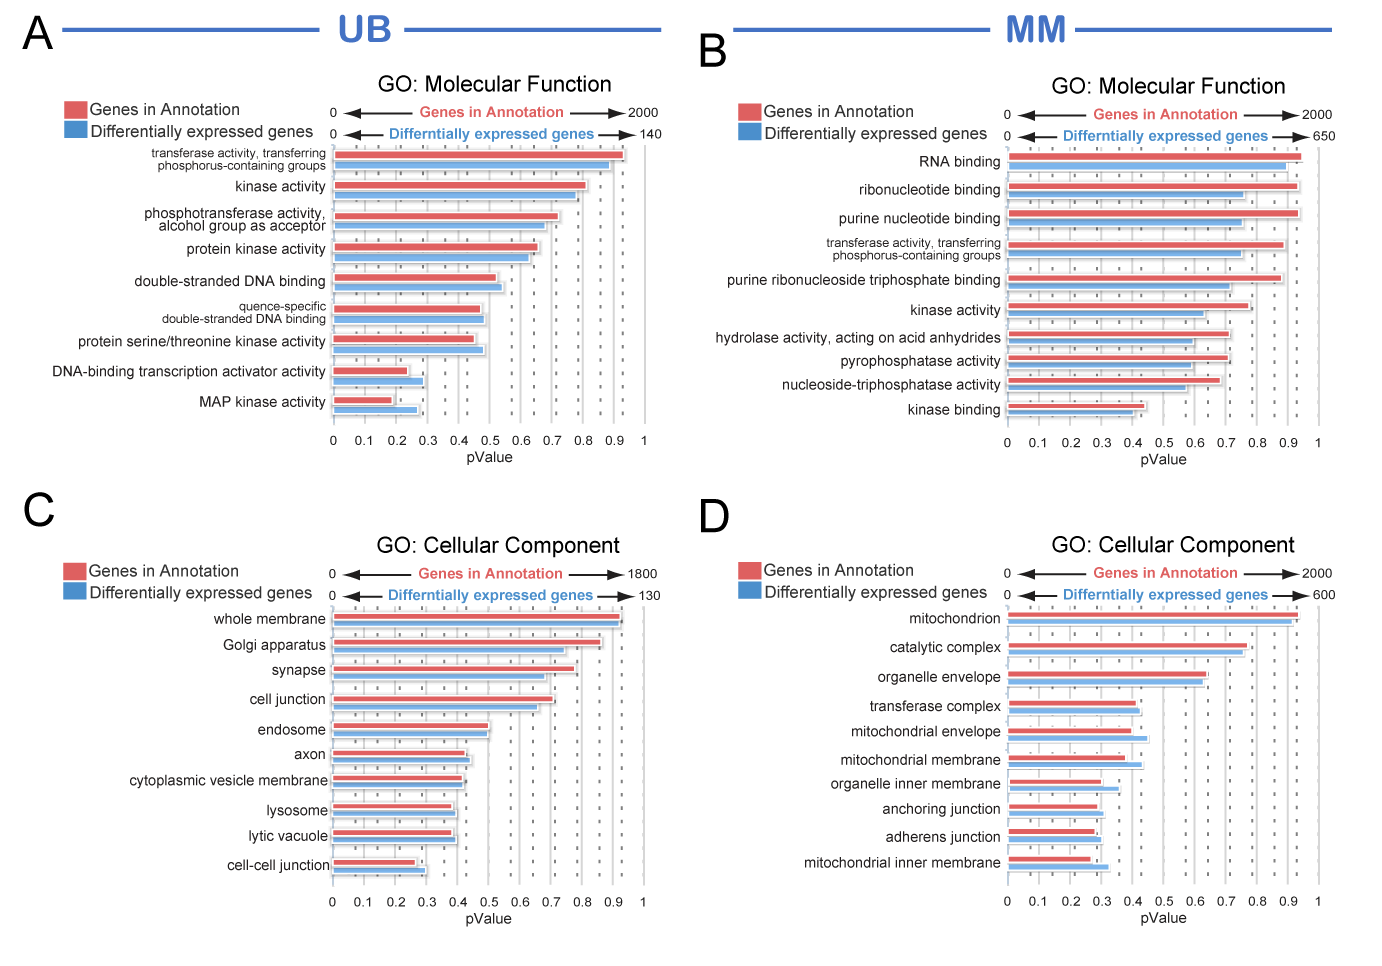

GO molecular functions of **(A)** the UB (n= 4 kidneys/genotype) and **(B)** MM (n= 3 kidneys/genotype) RNA-Seq data. GO cellular component analysis in **(C)** UB and **(D)** MM RNA-Seq data. Blue bars represent input DEGs from our RNA-Seq and red bars represent total genes in annotation.

**Figure S3**. Quantitative PCR analysis of MAPK/ERK targets in embryonic kidney, MM and UB tissues

**A**

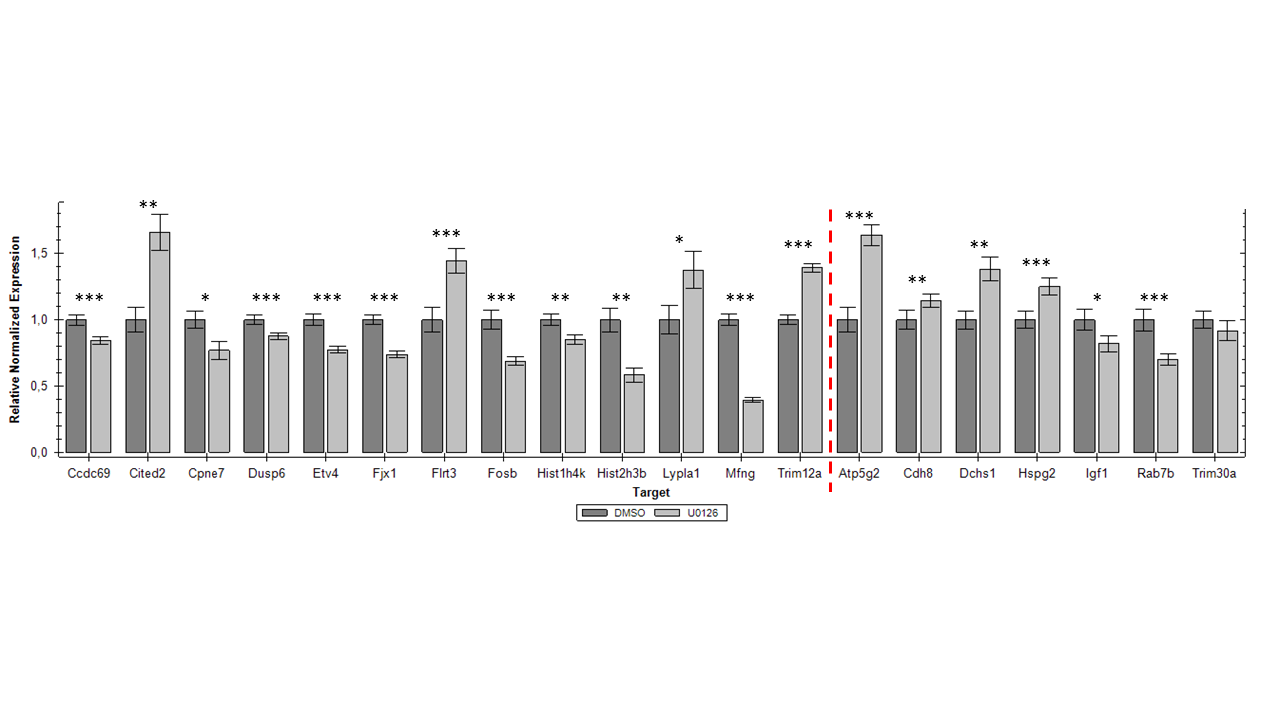

**B**

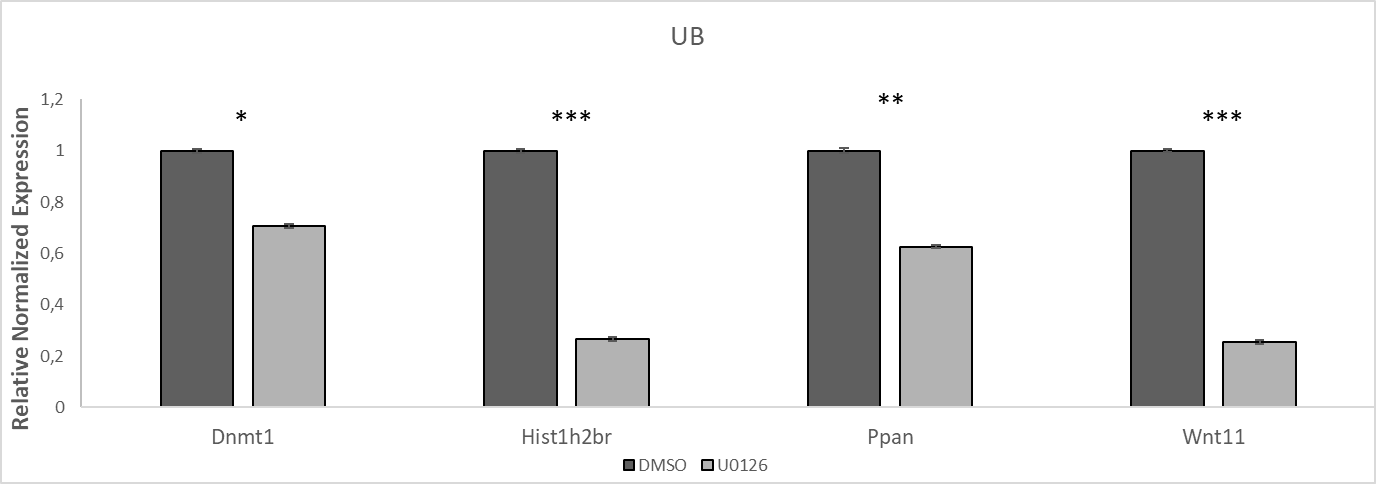

**C**

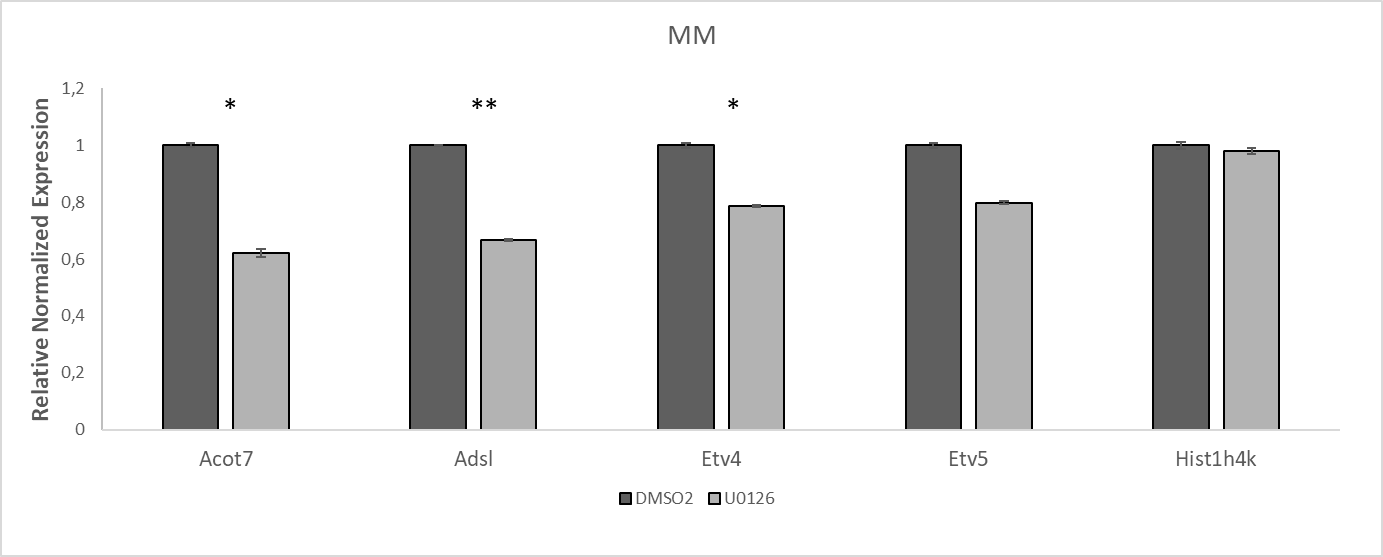

Gene expressions in **(A)** E12.5 whole kidneys (n= 12 kidneys/treatment, three technical replicates), **(B)** isolated ureteric buds (UB, n= 48 kidneys/treatment, three technical, replicates) and **(C)** isolated metanephric mesenchymes (n= 30 kidneys/treatment, three technical replicates) cultured in control (DMSO) or MEK-inhibited (15µM U0126) conditions identifies significant (*=*p<0.05*; **=*p<0.01*; ***=*p<0.001*) changes in a majority of the analyzed transcripts. The red line in **(A)** separates the genes with similar expression changes in UB and/or MM RNA-Seq and whole kidneys (left) from those with opposite expression changes (right).

**Figure S4.** Transcription factor target-enrichment in MAPK/ERK-deficient UB

**
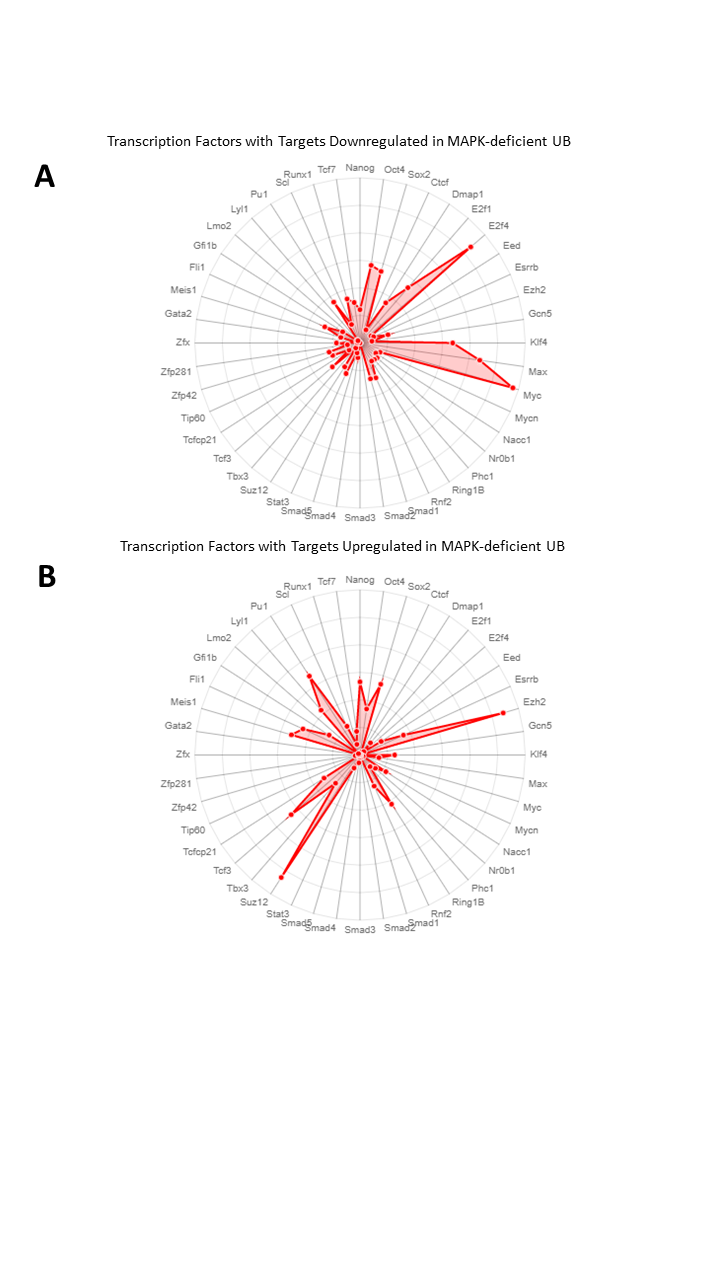
**

Spider charts showing transcription factors with targets downregulated **(A)** and upregulated **(B)** in MAPK-deficient UB (n= 4 kidneys/genotype). StemChecker software was used to compare published transcription factor target genes to those DEGs in our RNA-Seq analysis.

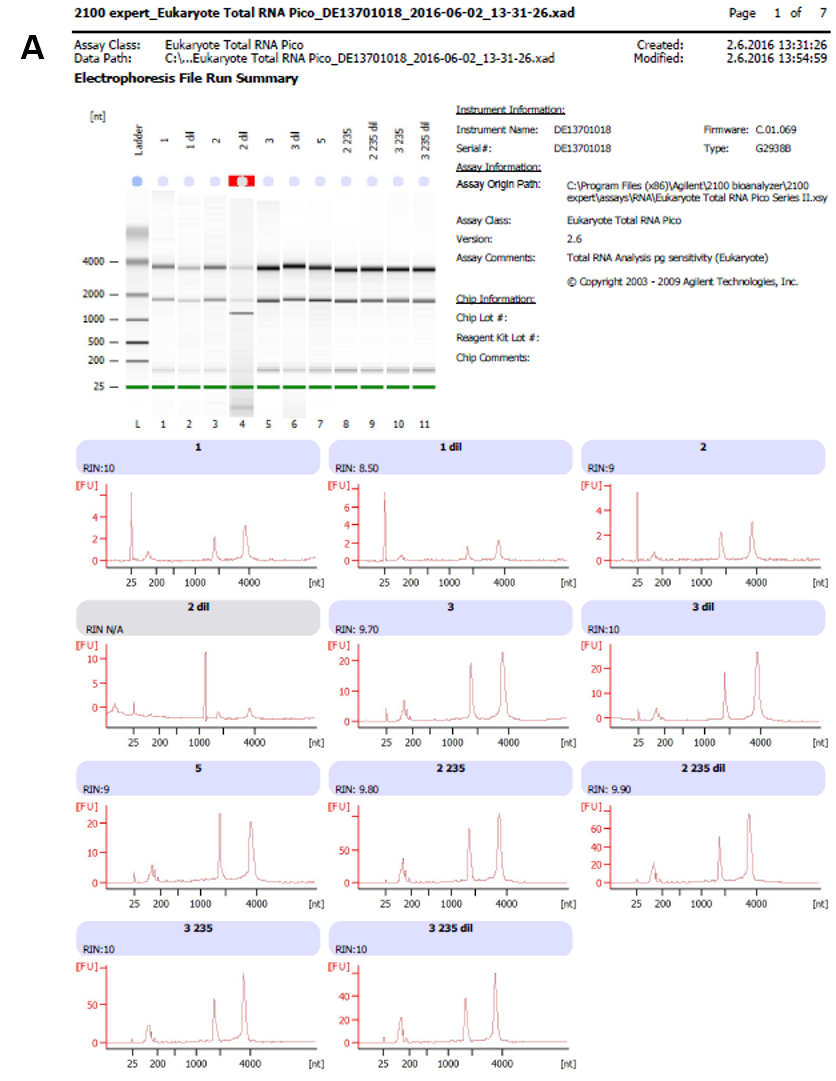
**Figure S5.** Examples of RNA quality assurance studies performed prior proceeding to sequencing of actual samples.

**(A)** An example of the early RNA quality measurements with Bioanalyzer after isolation of control cells from FACS sorted UBs. Different RNAs (1-3, 5, 2 235 and 3 235) (n= 6 kidneys) and their dilutions (dil) are shown.

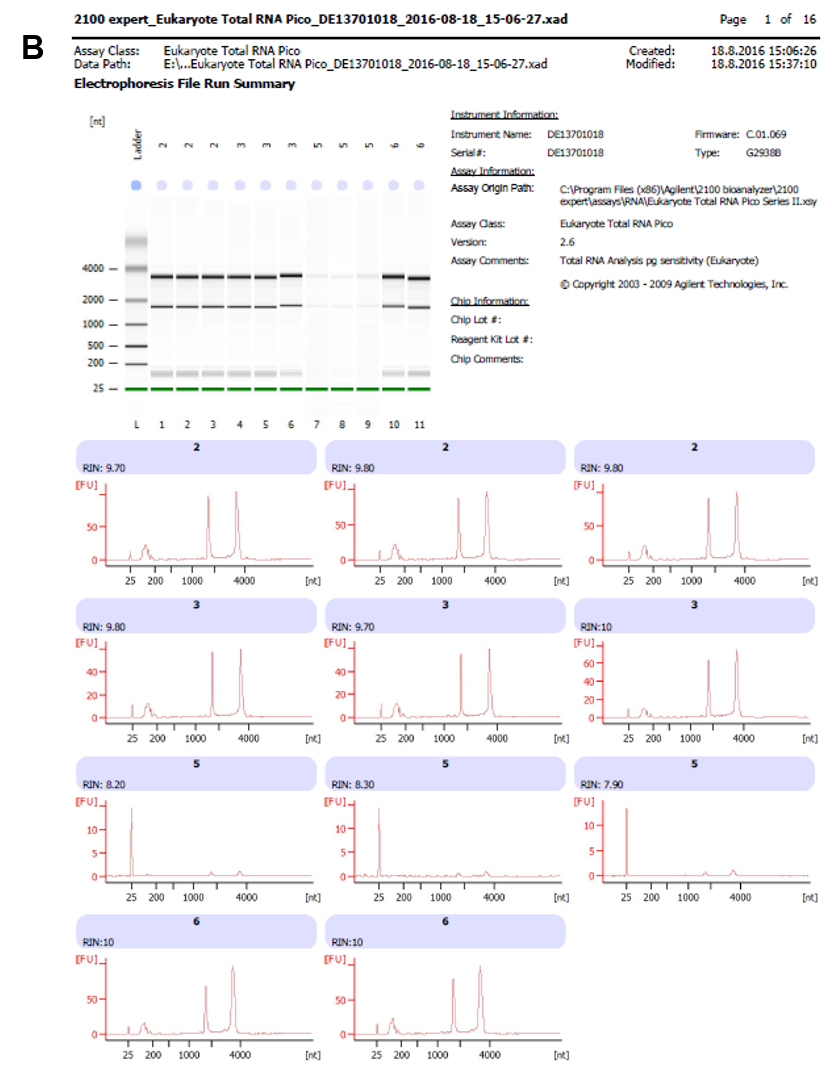

**(B)** An example of the later RNA quality measurements with Bioanalyzer after troubleshooting of RNA isolation protocol of control cells from FACS sorted UBs. Four triplicate control samples (2, 3, 5 and 6, n= 3) were measured and both improved robustness and quality can be seen in comparison to results in A.

How the deposited data were processed for this re-analysis (not part of the article)

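RNA-Seq counts were read from 14 libraries of sorted embryonic mouse kidney cells: ureteric bud (UB) cells at E12.5, 4 control and 4 with loss of Mek1 and Mek2 (UB dko), and metanephric mesenchyme (MM) cells at E13.5, 3 control and 3 dko. Each library comes from both kidneys of an embryo. The UB dko carry HoxB7CreGFP and the MM dko Six2-TGC, each with floxed Mek1 and germline loss of Mek2. By the labels, UB controls 1, 3 and 4 have a single copy of Mek2 lost, UB control 2 none, and MM controls none, so controls of both tissues were compared only with dko of their own tissue.

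The authors trimmed single-end reads with Trimmomatic, aligned them to GRCm38 with STAR and assigned them to genes with featureCounts, and the deposited count values are whole-number read counts per gene with no normalization, checked as whole numbers with a different total in each library. The submitters' notes also name Subread, HISAT2, HTSeq and DESeq2 without their roles. The 2 tables hold different sets of gene identifiers, which is why each tissue was tested on its own. Totals ran from 4857053 to 7493144 counts in the UB and from 1443582 to 6442484 in the MM.

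Each tissue was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10 and a minimum total of 15, TMM, robust quasi-likelihood fit and F test), with Benjamini-Hochberg adjustment over the genes tested. DEGs had an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Normalized counts are TMM-normalized counts at the mean effective library size, and the SE of a log2 fold change is its size over the square root of F. A tissue-by-genotype interaction, which compares the effects of dko over these unlike controls, was tested across all libraries on genes in both tables. Shared DEGs were compared with independent lists by one-sided Fisher's exact tests over the genes tested in both tissues, which take genes as independent of each other. Principal components used the 500 genes of highest variance after the variance-stabilizing transformation of DESeq2 1.42.0.

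The 52 gene lists were fixed before the tables were read. They cover MAPK/ERK targets, tip, stalk, principal cell, intercalated cell and ureteric epithelium markers, nephron progenitor, early nephron, podocyte, stromal, endothelial, leukocyte, erythroid and neural markers, histones and their processing, ribosomal proteins and their pseudogenes, mitochondrial transcripts and proteins, metabolism, cell cycle, chromatin, stress responses, noncoding RNAs and gene families, and 3 of them were taken from the paper's own results on these samples. Lists with at least 5 tested members were compared with all other genes by camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a tissue. Members were also counted at an adjusted p under 0.05 over all genes and over the list alone.

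Genes were named by a rule: each of 88 genes named by the paper, whose values in its tables count as seen; per tissue the 6 largest rises and the 6 largest falls among genes with an adjusted p under 0.05, no overlap between groups, a mean of at least 100 normalized counts in a group and a symbol that is not a predicted gene or pseudogene; and from each list the 2 members of smallest adjusted p in each direction.

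Alternatives were DESeq2, RLE scaling, library size only, TMM factors without histone, ribosomal and mitochondrial genes, no filter, a mean count of at least 10, voom with quality weights, the replicate number as a block, offsets for GC content and length (splines of 4 degrees of freedom in each library, from the longest transcript of GENCODE M21), both of these together, glmTreat, each library left out in turn, and for the components log2 CPM with a prior count of 2 and all tested genes. UB dko libraries 1 and 3 alone were added after the data were seen. For matched lists, 10000 lists were drawn from the 30 nearest genes of each member in GC content, length and expression. The tests were tried on simulated data with 200 changed genes. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the tables and drew the figures.

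Not analysed here were the paper's qPCR, tissue staining, culture and transcription factor enrichment results. Table S2 of the paper was held only in part and was not compared.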

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

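The tests of litter or dissection day, of GC content and of a few abundant genes for the UB histones, and of genes higher or lower in both tissues were chosen only after the result was seen, as was the comparison with UB dko libraries 1 and 3 alone.

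Replication-dependent histones, cytosolic ribosomal proteins and nuclear oxidative phosphorylation subunits had medians of -4.31, -2.21 and -1.32 in MM dko, in libraries where low-GC genes lay above high-GC genes by 3.33, 2.26 and 3.03 on the log2 scale, a signal the paper did not analyse and which in the MM controls reached 0.06. Against GC content and length as the whole cause, the medians with offsets were -2.92, -1.46 and -0.58, the last close to the bound of -0.5 set in advance, and without offsets no list matched in GC content, length and expression fell as far as these lists (lowest -2.27, -1.13 and -1.08); with an estimated correlation the offsets gave adjusted p = 0.0575, 0.00207 and 0.255. Part of the size may still come from the trend. Simulated libraries with the fitted trend and no other change gave a histone median of -1.59 without offsets. The -0.14 with offsets tests nothing, because the offsets remove the trend that was put in. After every MM library was thinned to 1443582 counts the histone median was -4.33, within the bound set in advance against lower depth. Thinning keeps the expected ratios among the genes of a library, so this value was largely fixed beforehand and decides nothing about depth. The labels do not say what the codes in the sample titles mean, and litter and dissection day are not given otherwise. As 0 of these codes hold both a control and a dko library, litter or dissection day cannot be told apart from genotype, though MM dko libraries of different codes had the fall. An effect of the loss of Mek1 and Mek2 stays open as untested against litter or dissection day and against the lower depth. The paper's qPCR on tissue cultured with a MEK inhibitor was not analysed here.

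In UB dko, replication-dependent histones had a median of -1.90, with single libraries at -0.86, -4.63, -1.20 and -3.05, and library 3 held a share of 32.5% of Gm42418, a transcript chosen after its values were seen. The offsets for GC content and length left a median of -1.55, which argues against that bias as the whole cause, and without offsets matched lists reached -0.50 at the lowest, against -1.90. A few genes taking most of the counts is argued against by libraries 2 and 4, which had the lowest medians with Gm42418 shares of 4.65% and 3.26% (4.33% to 4.46% in controls), while the median of -2.15 without library 3 adds nothing to this, because library 3 lay above libraries 2 and 4. The size varied with the trend, with -1.21 for UB dko libraries 1 and 3 alone, and control library 1 (-0.85) lay beside dko library 1. An effect of the loss of Mek1 and Mek2 stays open as untested against these.

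Of the genes shared by the UB and MM DEG lists, 83 were higher and 57 lower in both tissues, in libraries of which UB dko 2 and 4 and all MM dko share the trend with GC content. With offsets in both tissues 81 were shared in the same direction, 3.00 times the number for independent lists, which met the bound set in advance against the trend; that bound was too lenient, because offsets remove only a smooth trend and UB dko libraries 1 and 3 with MM offsets shared 50 where independent lists give 34.3, so the trend and a common response cannot be told apart for the shared genes as a whole. By direction, the genes higher in both numbered 15 there (15.8 for independent lists, exact p = 0.619) but 41 with offsets in both tissues (15.0, exact p = 3.51e-09). For them the trend cannot be told apart from a common response. Those lower in both numbered 35 (18.5, exact p = 2.04e-04) and 40 (12.0, exact p = 8.86e-12). This argues against the trend as the whole cause only as far as genes vary independently, which the exact test assumes. Histones do not, with estimated correlations of 0.62 in UB dko libraries 1 and 3 and 0.36 in the MM with offsets. Without offsets in the MM, the same UB libraries shared 33 higher (40.8 for independent lists) and 67 lower genes (68.0), so the excess of lower genes in these libraries rests on the offsets. A response to MAPK/ERK common to both tissues stays open for both directions.

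Of 35 splits of the UB libraries into groups of the same size, those other than the real split gave at most 1 UB DEG against 433. The real split alone (1 of 35) reached its count. This is the smallest share that 35 splits can give, and it was not adjusted for the other UB results tried in this way. The same held for UB tip genes (1 of 35, with a camera -log10 p of 21.7 and a highest other of 10.5). It did not hold for UB histones (2 of 35, 31.6 and 35.3) or UB stalk genes (12 of 35, 3.00 and 7.50), for which chance cannot be excluded. For shared DEGs the pairs of splits decide nothing (1 of 100 drawn pairs; 145 and 0), because the other splits call at most 1 gene in the UB and 0 in the MM and so have at most 1 to share. For effects that differ between the tissues the draws decide nothing either (6 of 30 drawn splits reached 935, with 5722 in the highest other). A drawn pair can keep the real split of a tissue, and with it the whole effect of genotype there, while the other tissue is mixed. The MM has 10 splits, too few for a share under 0.05, with 4827 DEGs against 0 in the highest other (1 of 10), 48.8 against 25.4 for histones (1 of 10) and 7.68 against 9.16 for oxidative phosphorylation (2 of 10). The splits take the libraries of a tissue as exchangeable. Libraries of a genotype can share a label code, though, and UB dko libraries 2 and 4 share the trend with GC content. In the UB, as in the MM, no label code holds both a control and a dko library, and the meaning of the codes is not given. Litter or dissection day therefore cannot be told apart from genotype, whatever the splits show.

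A sample far from the other 3 of its group was found in 12 of 178 groups of 4, where chance flags about 1 in 20 groups, or 8.9. Besides the control library 1 histone median of -0.85 and the Gm42418 share of 32.5% above, these were normalized counts of single genes. They were 39.3 (control library 4) and 1 (dko library 4) for Ccdc69, 325.4 for Fjx1 (control library 3), 391.1 for Hist1h2ai (control library 1), 2235.4 for Ret (control library 3), 562.4 for Ppp1r3c and 84.4 for Qtrt1 (dko library 3), 68.4 for Six2 (dko library 1), and 397.9 for Uhrf1 and 110.4 for Xkr4 (dko library 2).

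The effect of dko differed between the tissues, by a direct test at an adjusted p under 0.05, for 26 of 83 named genes. Over all genes tested it differed for 935 of 15225, a count that was not stable when 1 library was left out. The paper named many of the 83 for their changes in these samples, some for opposite changes, so their share is not independent evidence. The differences below are without offsets. All MM dko libraries carry the trend with GC content, but only libraries 2 and 4 of the UB dko. UB controls 1, 3 and 4 have a single copy of Mek2 lost and the MM controls none, so the difference for Map2k2 rests on unlike controls. As MM minus UB log2 fold change, the difference was above 0 for Adamts20 5.53, Ccnd1 1.00, Dusp6 1.58, Fbxo5 2.87, Gm38248 3.25, Sema6a 2.27, Sox9 2.54 and Spry1 2.44. It was below 0 for Arf5 -2.01, Atp2b4 -3.01, Cavin1 -5.04, Ccdc141 -2.66, Cdh6 -4.80, Ebf4 -3.80, Galnt18 -5.41, Hdac11 -3.52, Hdac6 -1.83, Hist1h4k -4.86, Igfbp5 -2.37, Map2k2 -3.12, Ppp1r3c -5.31, Rpl19 -3.01, Rpl41 -2.99, Rpl8 -3.07, Rpsa -2.64 and Sdk2 -4.19. Cavin1, Ccdc141, Galnt18 and Ppp1r3c had too few MM counts for the test in the MM alone (73, 35, 55 and 102 over the control libraries and 2, 13, 1 and 3 over the dko libraries), so the size of their differences is uncertain.

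Signals the paper did not analyse also include the low-GC excess of 2.31 and 1.64 in UB dko libraries 2 and 4, against at most 0.47 in the UB controls. Mitochondrial ribosomal RNAs took a share of at least 11.0% in MM dko against at most 2.27% in the MM controls. The paper names mt-Rnr2 among the most prominent DEGs but does not give this share.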

How the results depend on the processing

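The comparison with UB dko libraries 1 and 3 alone was chosen after the data were seen, and the other alternatives were planned.

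The medians of UB histones (-1.21 to -3.07), UB tip markers (-1.13 to -1.65), MM histones (-2.88 to -4.68) and MM oxidative phosphorylation subunits (-0.58 to -1.73) kept their direction and their side of the camera threshold with the preset correlation under every alternative run on lists, which leaves out glmTreat. The UB stalk median was 0.73 and became -0.12 under voom with quality weights; the cause was not tested.

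The number of UB DEGs (433) was 1004 with DESeq2, 278 with library size only, 674 with no filter, 2360 with voom, 67 with the replicate block, 9 with glmTreat and 738 for UB dko libraries 1 and 3, and 40 to 986 when 1 library was left out. The number of MM DEGs (4827) was 1557 with GC and length offsets, 1469 with offsets and the replicate block, and 2213 with glmTreat, which asks for a change beyond 2-fold. Shared DEGs (145) were 358 with DESeq2, 250 with no filter, 1447 with voom, 16 with the replicate block, 90 with offsets, 82 with offsets and the replicate block, 235 for UB dko libraries 1 and 3, and 8 to 469 when 1 library was left out. Genes whose effects differ between the tissues (935) were 1901 with DESeq2, 398 with library size only, 1887 with no filter, 2122 with voom, 78 with the replicate block, 586 with offsets and the replicate block, 5216 for UB dko libraries 1 and 3, and 40 to 2954 when 1 library was left out. The first UB component held 37.9% of the variance with log2 CPM, against 69.1%. Apart from the stricter question of glmTreat, the cause was not tested. The replicate block pairs libraries by number, and libraries of the same number did not vary together (correlations of -0.28 to 0.12 in the UB and -0.06 to -0.02 in the MM).

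With every MM library thinned to the 1443582 counts of the shallowest, 9875 MM genes were tested and 3939 called, 3734 of them in the direction found at full depth; no UB library was thinned. In simulated UB counts DESeq2 recovered 26% of 2-fold and 87% of 4-fold changes, and 28.9% of its calls were unchanged genes, where edgeR had 8.42%. DESeq2 was run on 27018 genes without the edgeR filter and edgeR on 13501. The simulation took its spread from the edgeR fit, and calls needed an adjusted p under 0.05 alone. These shares are therefore not on equal terms, and neither is a share of false calls in the real libraries.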

Differences from the paper's values

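Where the values below differ, the alternatives set before the data were examined that fall within the paper's value are named, and every other such alternative stays outside it. A count or percentage falls within the paper's when neither is over 1.5 times the other, which is a wide margin, and a log2 fold change when it has the same sign and lies no further off than its SE.

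For the number of UB genes with adjusted p < 0.05, the paper gives 1403 and the value here is 528; DESeq2 (1408), offsets for GC content and length (1377), these with the replicate block (1050) and leaving out dko library 1 (1402) fall within it. For UB DEGs the paper gives 1004 and the value here is 433; DESeq2 (1004), no filter (674) and leaving out dko library 1 (986) fall within it, and glmTreat (9) does not. For DEGs higher in the UB, the paper's 632 stand against 301, with DESeq2 (640), no filter (437) and leaving out dko library 1 (566) within it. For DEGs lower in the UB, the paper's 372 stand against 132, with DESeq2 (364) and leaving out dko library 1 (420) within it. Of the UB DEGs found here, 432 are among the paper's 1004, and DESeq2 called 994 of the paper's genes in the same direction.

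For shared DEGs the paper gives 362 and the value here is 145; DESeq2 (358), no filter (250) and leaving out UB dko library 1 (469) or 3 (296) fall within it. For shared DEGs higher in both tissues, the paper's 193 stand against 83, with DESeq2 (190) and leaving out UB dko library 1 (217) or 3 (159) within it. For shared DEGs lower in both, the paper's 157 stand against 57, with DESeq2 (157), library size only (144), no filter (118) and leaving out UB dko library 3 (133) within it. For shared DEGs in opposite directions, the paper's 12 stand against 5, with DESeq2 (11), no filter (10), offsets (9), offsets with the replicate block (9) and leaving out MM control library 1 (8) within it. For the percent of DEGs shared in the MM the paper gives 7% and the value here is 3.00%; DESeq2 (7.12%), no filter (4.88%), offsets (5.78%), offsets with the replicate block (5.58%) and leaving out UB dko library 1 (9.72%) or 3 (6.13%) fall within it.

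For the second UB component the paper gives 21% of the variance and the value here is 13.4%, for which no alternative was computed. The paper lists 25 histone-related genes as UB DEGs in Table S6, and 7 were called here; DESeq2 (24), library size only (18), voom with quality weights (23) and leaving out dko library 1 (18) fall within it. The paper lists 39 tip-enriched genes as lower, and 22 were called here; DESeq2 (38), no filter (31), voom with quality weights (35) and leaving out dko library 1 (28) fall within it. The paper lists 78 stalk-enriched genes as higher, and 45 were called here; DESeq2 (78), no filter (57), voom with quality weights (59) and offsets (58) fall within it. For the log2 fold change of Hist1h4k in the MM the paper gives -6.01 and the value here is -6.81; leaving out MM control library 1 (-6.54) or MM dko library 1 (-6.05) falls within it. For the log2 fold change of Nme2 in the MM the paper gives -3.92 and the value here is -5.65; offsets (-4.19) and offsets with the replicate block (-4.19) fall within it.

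The paper names Hist1h2br as the gene lowered most in the UB; here its counts, 86 over the control libraries and 0 over the dko libraries, were below the minimum for testing. The paper calls Wnt11, Aqp4, Krt7 and Cavin1 changed in the UB; with edgeR they had adjusted p of 0.0549, 0.0523, 0.115 and 0.0977, and DESeq2 calls them (adjusted p = 0.00185, 0.00244, 0.0428 and 0.0224), while Etv5, Ret, Cav1 and Shh passed both. The paper counts Spry1 among the MM DEGs; here it rose with a log2 fold change of 0.98, below the threshold of 1, and with DESeq2 it had 1.03. Serpinb9 in the UB and Cavin1 in the MM, which the paper calls changed, had counts too low to test here. The paper names Hist1h2ai as the gene lowered most in the MM; here, by the rule for named genes, it had the largest fall among genes with counts in both groups, while Hist2h3b had no counts in any MM dko library, and the predicted gene Gm23935, outside the rule and chosen after its values were seen, fell further. The paper counts Coq3 among the progenitor genes lowered in the MM; here Coq3 rose (log2FC 1.98, SE 0.55, adjusted p = 0.00791), and 9 of 10 of the genes it names fell.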

Other observations

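Of the tests below, only the comparison with UB dko libraries 1 and 3 alone was chosen after its result was seen.

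Interferon-stimulated genes, which answer to infection and to nucleic acids in the cell, were higher in UB dko: 2 of 16 rose and 0 fell (2 and 0 when adjusted over the list alone; median 0.75) (camera adjusted p = 8.26e-04; adjusted p = 0.0478 with an estimated correlation). The call with an estimated correlation was lost under offsets for GC content and length (adjusted p = 0.0922) and with UB dko libraries 1 and 3 alone (adjusted p = 0.230), a comparison added after the data were seen. Samd9l (log2FC 2.25, SE 0.25, adjusted p = 0.00211) and Trim12a (log2FC 2.27, SE 0.46, adjusted p = 0.0234) were those that rose; with 1 library left out they numbered 1 without control library 1, 2, 3 or 4 or dko library 4 and 4 without dko library 1, and Trim12a passed in 3 of 8 fits (highest adjusted p = 0.102, without control library 2). Among WNT and BMP pathway genes 2 of 29 rose and 1 fell (4 and 4 when adjusted over the list alone; median 0.01), with the WNT inhibitors Dkk1 (log2FC 1.14, SE 0.28, adjusted p = 0.0481) and Dkk3 (log2FC 1.53, SE 0.37, adjusted p = 0.0438) higher and the WNT effector Lef1 (log2FC -1.28, SE 0.30, adjusted p = 0.0377) lower, though none of these counts was stable: those that rose numbered 0 without control library 1, 2, 3 or 4 or dko library 3 or 4, 1 without dko library 2 and 4 without dko library 1, and those that fell 0 without control library 1, 2, 3 or 4 or dko library 2 or 4 and 3 without dko library 1. Hypoxia and unfolded protein response genes had 2 of 21 rising and 0 falling (4 and 3 when adjusted over the list alone; median 0.17), Ndrg1 (log2FC 1.91, SE 0.46, adjusted p = 0.0427) and the mitophagy gene Bnip3 (log2FC 0.95, SE 0.23, adjusted p = 0.0421) rising. Those that rose numbered 0 without control library 1, 2, 3 or 4 or dko library 4 and 1 without dko library 2, and those that fell 1 without dko library 3 and 2 without dko library 1. Early nephron markers had 1 of 17 rising and 2 falling (1 and 4 when adjusted over the list alone; median -0.00), Cdh6, Ccnd1 and Lef1 being those called; those that rose numbered 0 without control library 1, 2, 3 or 4, and those that fell 1 without control library 1, 2, 3 or 4 or dko library 2 or 4. The glucose transporter gene Slc2a3 (log2FC 1.96, SE 0.29, adjusted p = 0.00658) was the 1 of 22 glycolysis genes that rose (0 fell; list median -0.29; 3 without dko library 1 fell). Psat1 (log2FC -0.93, SE 0.23, adjusted p = 0.0491), of serine synthesis, was the 1 of 22 genes of amino acid, cholesterol and serine synthesis that fell (median -0.04), 0 without control library 1, 2, 3 or 4 or dko library 2, 3 or 4 and 2 without dko library 1, and 1 without dko library 3 rose. Foxq1 (log2FC 1.42, SE 0.31, adjusted p = 0.0282) was the 1 of 17 forkhead genes that rose (median 0.31); those that rose numbered 0 without control library 1, 2, 3 or 4 or dko library 2 or 4 and 2 without dko library 1, and 1 without dko library 1 fell. Ppargc1a (log2FC 1.41, SE 0.25, adjusted p = 0.0152) was the 1 of 19 mitochondrial genome maintenance genes that rose (median -0.19); the number was 0 without control library 2, 3 or 4 or dko library 4, and 1 without dko library 1 or 3 fell. The mitochondrial ribosomal RNAs mt-Rnr1 (log2FC 2.59, SE 0.59, adjusted p = 0.0355) and mt-Rnr2 (log2FC 2.40, SE 0.49, adjusted p = 0.0231) rose in the UB; with 1 library left out those that rose numbered 0 without control library 1, 2, 3 or 4 and 1 without dko library 2 or 4. The UB medians of WNT and BMP pathway, hypoxia and forkhead genes change sign with scaling by library size, and that of early nephron markers with DESeq2. Under the offsets 5 rose and 3 fell (median 0.17) of the WNT and BMP pathway genes, 3 rose and 0 fell (median 0.37) of the hypoxia genes, 3 rose and 3 fell (median 0.18) of the early nephron markers and 3 rose and 0 fell (median 0.27) of the forkhead genes. For glycolysis 2 rose and 1 fell (median -0.09), for amino acid, cholesterol and serine synthesis 1 rose and 1 fell, for mitochondrial genome maintenance 1 rose and 0 fell, and neither mitochondrial ribosomal RNA passed.

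In the MM, the heat shock gene Hspa1b (log2FC 2.84, SE 0.42, adjusted p = 1.03e-04) and Klf6 (log2FC 2.71, SE 0.27, adjusted p = 5.68e-06) rose and Hspa8 (log2FC -1.03, SE 0.20, adjusted p = 6.55e-04) fell, in a list of immediate early and heat shock genes of which 5 of 23 rose and 6 fell (5 and 6 when adjusted over the list alone; median 0.23). Those that rose numbered 3 without control library 1 or 2 or dko library 3, while with the offsets 11 rose and 2 fell (median 1.25). Homeobox cluster genes had 8 of 31 rising and 6 falling (8 and 6 when adjusted over the list alone; median 0.17), with Hoxa5 (log2FC 1.51, SE 0.20, adjusted p = 4.82e-05) and Hoxd11 (log2FC 0.84, SE 0.17, adjusted p = 9.18e-04) higher and Hoxa6 (log2FC -2.01, SE 0.47, adjusted p = 0.00283) and Hoxd12 (log2FC -1.36, SE 0.28, adjusted p = 0.00109) lower; those that fell numbered 2 without control library 2 and 3 without control library 1 or dko library 3, and with offsets for GC content and length 16 rose and 0 fell. Receptor tyrosine kinases and their ligands had 8 of 25 rising and 4 falling (8 and 4 when adjusted over the list alone; median 0.31), Fgf10 (log2FC 1.09, SE 0.16, adjusted p = 8.87e-05) and Igf2 (log2FC 0.96, SE 0.15, adjusted p = 1.52e-04) rising and Erbb2 (log2FC -2.48, SE 0.45, adjusted p = 4.68e-04) falling; 5 without dko library 1 rose, and 7 without dko library 2 fell, and under the offsets 7 rose and 1 fell (median 0.15). WNT and BMP pathway genes had 8 of 27 rising and 6 falling (8 and 6 when adjusted over the list alone; median 0.25), Id2 (log2FC 1.06, SE 0.16, adjusted p = 9.67e-05) and Id4 (log2FC 1.56, SE 0.22, adjusted p = 5.95e-05) rising and Id1 (log2FC -1.91, SE 0.20, adjusted p = 8.03e-06) falling, and with the offsets 10 rose and 1 fell (median 0.73). The medians of these 4 lists change sign with scaling by library size. Podocyte markers had 4 of 8 rising and 0 falling (4 and 0 when adjusted over the list alone; median 0.51), with Tcf21 (log2FC 1.68, SE 0.33, adjusted p = 0.00117) and Dach1 (log2FC 1.30, SE 0.18, adjusted p = 5.40e-05) higher, and with the offsets 6 rose. Hypoxia and unfolded protein response genes had 4 of 18 rising and 4 falling (4 and 4 when adjusted over the list alone; median -0.24), Dnajb9 (log2FC 1.54, SE 0.17, adjusted p = 1.05e-05) rising and Atf5 (log2FC -2.95, SE 0.60, adjusted p = 0.00109) falling; those that rose numbered 2 without control library 1 or dko library 2, and under the offsets 4 rose and 1 fell (median 0.29). Interferon-stimulated genes had 3 of 8 rising and 0 falling (3 and 0 when adjusted over the list alone; median 0.73), Trim12a (log2FC 5.09, SE 0.72, adjusted p = 6.69e-05) and B2m (log2FC 1.00, SE 0.30, adjusted p = 0.0127) among them, and 1 without control library 2 rose, as did 1 with the offsets. Small nuclear, nucleolar and other short noncoding RNAs had 19 of 49 rising and 11 falling (19 and 11 when adjusted over the list alone; median 0.91), Snord87 (log2FC 3.04, SE 0.37, adjusted p = 2.14e-05) higher and Rn7s2, the 7SL RNA of the signal recognition particle, (log2FC -6.09, SE 0.28, adjusted p = 1.17e-08) lower, and with the offsets 14 rose and 9 fell (median 0.08). Ribosomal protein pseudogenes had 10 of 39 rising and 14 falling (11 and 14 when adjusted over the list alone; median -0.24), as with Rpl10-ps3 (log2FC 4.41, SE 0.37, adjusted p = 9.79e-07) and Rps12-ps3 (log2FC -6.17, SE 0.59, adjusted p = 3.24e-06), whose reads can be shared with the parent genes. Under the offsets the balance turned, as 14 rose and 6 fell (median 0.31).

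Markers of the UB were also read in the MM libraries. Tip markers had 3 of 12 rising and 3 falling (3 and 3 when adjusted over the list alone; median 0.14), Sox9 and Spry1 rising and Etv4 and Gfra1 falling, at a median whose sign changes with scaling by library size; with the offsets 3 rose and 2 fell (median 0.48). Genes of Table 1, chosen by the study on the UB samples and so not independent evidence, had 1 of 28 rising and 18 falling (1 and 18 when adjusted over the list alone; median -1.06) for the tip (camera adjusted p = 0.00227; adjusted p = 0.375 with an estimated correlation) and 4 of 24 rising and 2 falling (4 and 2 when adjusted over the list alone; median 0.15) for the stalk, the latter with a median whose sign changes with scaling by library size. With the offsets the fall of the tip genes was lost: 5 rose and 5 fell (median -0.34), with a camera adjusted p of 0.461. Of the stalk genes 2 rose and 0 fell (median 0.24). The tip genes that rose numbered 0 without dko library 3 and 2 without control library 3, and the stalk genes that fell 1 without control library 2 or dko library 1 and 5 without dko library 2. The principal cell marker Hsd11b2 (log2FC -1.59, SE 0.31, adjusted p = 7.48e-04) fell, in a list of 6 with a median of 0.16 whose sign changes with scaling by library size. Of this list 2 fell, and with the offsets 0 did (median -0.09). Pax2 (log2FC -0.65, SE 0.16, adjusted p = 0.00377), of both lineages, was the 1 of 4 ureteric epithelium markers that fell, and Ramp2 (log2FC -2.24, SE 0.39, adjusted p = 3.58e-04) the 1 of 4 endothelial markers (medians -0.42 and -0.17). The ureteric epithelium markers that fell numbered 2 without dko library 3, the endothelial markers that fell 2 without control library 1 or dko library 2 or 3, and the ureteric epithelium markers that rose 1 without control library 3. Under the offsets 1 rose and 0 fell (median 0.22) of the ureteric epithelium markers, and 0 and 0 endothelial markers. Among neural crest and neuron markers, of which 2 of 3 rose (median 1.40), Elavl4 (log2FC 1.52, SE 0.30, adjusted p = 8.98e-04) was higher. With the offsets 0 passed the test (median 0.30). The 1 intercalated cell marker, the 2 leukocyte markers and the 1 erythroid marker tested in the MM had medians of -0.30, -0.31 and 1.32 and did not pass the edgeR test.

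Several UB lists had no member past the edgeR test. The list sizes below are those of the edgeR test, and DESeq2 tested more members of some lists, so its calls can lie outside them. It tested 14 endothelial markers, 24 homeobox cluster genes, 19 stromal markers and 8 podocyte markers, against 10, 19, 16 and 6. Of 84 cytosolic ribosomal proteins (median -0.61), 0 and 19 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 3 (camera adjusted p = 4.68e-12; adjusted p = 0.449 with an estimated correlation); without dko library 1, 20 were lower, and without dko library 3, 1. For the 8 mitochondrially encoded mRNAs (median 0.75), 8 and 0 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 2 and 0 (camera adjusted p = 0.00135; adjusted p = 0.449 with an estimated correlation); 8 rose when adjusted over the list alone and 7 without dko library 1. Among 11 mitochondrial tRNAs (median 1.28), 4 and 0 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 2 and 0 (camera adjusted p = 0.0214; adjusted p = 0.532 with an estimated correlation), and 2 without dko library 1 rose. Among 77 mitochondrial ribosomal proteins (median -0.32), 0 and 8 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 1 (camera adjusted p = 8.26e-04; adjusted p = 0.449 with an estimated correlation), and 1 without dko library 3 and 4 without dko library 1 fell. Of 79 oxidative phosphorylation subunits (median -0.08), 1 and 4 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 1 and 0, with 3 without dko library 1 lower. Of the 42 assembly factors (median -0.20), 2 and 1 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 0. Of the 22 TCA cycle genes (median -0.06), 1 and 0 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 0, and of 13 coenzyme Q genes (median -0.28), 1 and 1 were higher and lower, and DESeq2 called 0 and 0 on the same terms. Of 10 endothelial markers (median -0.97), 0 and 2 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 2 (camera adjusted p = 8.26e-04; adjusted p = 0.243 with an estimated correlation), with 1 without dko library 2 lower. Of 11 nephron progenitor markers (median 0.25), 1 and 0 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 0, with 1 without dko library 1 lower. Of 16 stromal markers (median -0.02), 1 and 1 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 1 and 0, at a sign that changes with DESeq2; 1 without dko library 1 rose and 1 without dko library 1 fell. Of 6 podocyte markers (median 0.26), 2 and 0 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 1 and 0, at a sign that changes with scaling by library size, and 1 without dko library 1 rose. Of 8 leukocyte markers (median 0.44), 0 and 0 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 0. Of 5 neural crest and neuron markers (median 0.35), 0 and 0 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 0. Of 19 homeobox cluster genes (median 0.05), 2 and 0 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 1 and 0, at a sign that changes with that scaling, and 1 without dko library 3 fell. Of 42 small nuclear, nucleolar and other short noncoding RNAs (median 0.16), 0 and 3 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 0, again at a sign that changes. Of 14 ribosomal protein pseudogenes (median -0.41), 0 and 0 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 0. Of 9 nephron progenitor genes the paper takes from Brunskill (median -0.42), 0 and 1 were higher and lower at an unadjusted p under 0.05, and DESeq2 called 0 and 1, a list the study chose, which is not independent evidence, and 1 without dko library 1 fell. With the offsets some of these UB lists had members past the test. Those lower were 3 cytosolic and 2 mitochondrial ribosomal proteins. Those higher were 3 mitochondrially encoded mRNAs, 2 podocyte markers, 1 homeobox cluster gene and 1 oxidative phosphorylation subunit. The medians of oxidative phosphorylation subunits, TCA cycle genes, nephron progenitor markers and stromal markers changed sign. No erythroid marker had enough counts to be tested in the UB, and no textbook stalk marker in the MM.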
